# Time course analysis of large-scale gene expression in incised muscle using correspondence analysis

**DOI:** 10.1371/journal.pone.0230737

**Published:** 2020-03-25

**Authors:** Tetsuya Horita, Mohammed Hassan Gaballah, Mamiko Fukuta, Sanae Kanno, Hideaki Kato, Masataka Takamiya, Yasuhiro Aoki

## Abstract

Studying the time course of gene expression in injured skeletal muscle would help to estimate the timing of injuries. In this study, we investigated large-scale gene expression in incision-injured mouse skeletal muscle by DNA microarray using correspondence analysis (CA). Biceps femoris muscle samples were collected 6, 12, and 24 hours after injury, and RNA was extracted and prepared for microarray analysis. On a 2-dimensional plot by CA, the genes (row score coordinate) located farther from each time series (column score coordinate) had more upregulation at particular times. Each gene was situated in 6 subdivided triangular areas according to the magnitude of the relationship of the fold change (FC) value at each time point compared to the control. In each area, genes for which the ratios of two particular FC values were close to 1 were distributed along the two border lines. There was a tendency for genes whose FC values were almost equal to be distributed near the intersection of these 6 areas. Therefore, the gene marker candidates for estimation of the timing of injuries were detectable according to the location on the CA plot. Moreover, gene sets created by a specific gene and its surrounding genes were composed of genes that showed similar or identical fluctuation patterns to the specific gene. In various analyses on these sets, significant gene ontology term and pathway activity may reflect changes in specific genes. In conclusion, analyses of gene sets based on CA plots is effective for investigation of the time-dependent fluctuation in gene expression after injury.

## Introduction

The time course of wound healing or the estimation of wound age is one of the most important research subjects in forensic pathology. A number of research projects have been performed, and the majority of them have dealt with the timing of dermal injuries [1]. Skeletal muscles are, like skin, distributed throughout the whole body, and often affected in cases of fatal and serious injuries such as stab wounds and incisions. In skin wound models, different molecular diagnostic techniques have been used to evaluate the usefulness of many markers for estimating wound age, including cytokines and chemokines. However, the aging of wounds of skeletal muscle caused by sharp force injuries has not been well studied [2]. In previous studies, we devised a mouse skeletal muscle incision injury model and investigated the time-dependent dynamics of some cytokines that were selected based on the results of DNA microarray analysis of specimens 12 h post-injury [2, 3]. RNA and protein expressions of the specific cytokines during 6 to 48 h after injury were examined using quantitative reverse transcription PCR (qRT-PCR) and bead-based immunoassay, and some of those molecules were considered as possible markers for estimating wound timing [2, 3]. However, microarray analysis showed that an enormous number of biochemical markers were expressed during the early phase of wound recovery. The time course of the vast majority of these genes and the interactions between them remain unclear.

Correspondence analysis (CA) of gene expression has been employed in several microarray data analyses. Fellenberg et al. [4] obtained microarray data from Spellman et al. [5] in which they arrested the cell cycle using several experimental methods and analyzed the relationship between gene expression and each method by CA. The results showed that CA could reveal both relationships among either genes or hybridizations and between genes and hybridizations. In their insulin administration study on diabetic patients and normal controls, Tan et al. [6] found that CA of microarray data from Hansen et al. [7] could successfully divide each time point score into components dependent and independent on the disease status. The purpose of CA is to convert into a simpler data matrix without losing important information from the original data, to clarify the structure of a complex data matrix, and further to present the processing result visually [8]. In microarray research, CA can summarize data of each gene (rows) of each sample (columns) of originally high-dimensional data matrices in a low-dimensional projection as well as principal component analysis (PCA) [9]. CA forms a biplot in which rows and columns are simultaneously projected to subspaces of two or more dimensions, which reveals the association between them.

In this study, we obtained microarray data of incision injury samples of mouse skeletal muscle at 3 different time points post-injury. To visualize the time course fluctuation in gene expression on a plot, and to examine large-scale data using various analytical methods, CA was carried out on microarray data that was converted to a matrix (data type is fold change (FC) values) consisting of data of each time point (columns) by each gene (rows) as variables. Clustering a large number of genes should enable further exploration of injury time markers.

## Materials and methods

### Animal treatment for DNA microarray

Muscle samples were obtained and processed as described in a previous report [2]. Pathogen-free 8-week-old male BALB/c mice were divided into 4 groups (control, 6, 12, and 24 hours (h) after injury: n = 4 each). After nasal anesthesia of mice with isoflurane, the skin on the dorsal side of the left hind limb was shaved, and about a 1-cm incision was made on the skin using sterile straight stainless-steel scissors. Subsequently, a 5-mm incision was made in the biceps femoris muscle, and then the skin incision was closed using a silk suture. After surgery, the animals were allowed free access to food and water. At 6, 12, and 24 h after injury, mice were euthanized with a high concentration of carbon dioxide gas, and then a 3-mm thick sample of injured muscle tissue (about 30 mg) with the injury in the center was excised. As a control sample, biceps femoris muscle was collected from an uninjured mouse that was euthanized without making the injury. The animal experiment was approved by the Nagoya City University (NCU) animal ethics committee (authorization numbers: H25M-22 and H26-M02), and conducted according to the principles of laboratory animal care, and the guidelines for animal experimentation, NCU [10, 11].

### RNA extraction and DNA microarray

RNA was extracted as described in a previous report [2]. The samples were homogenized using a Taitec bead crusher (TAITEC Co., Saitama, Japan) at 2,500 rpm for over 30 sec. Samples of 6 and 24 h were outsourced to perform the microarray analysis (Oncomics Co. Ltd., Nagoya, Japan). Data of the microarray analysis of the control and 12 h groups had been collected in a previous study [2]. The RNA samples subjected to the present microarray hybridization had a concentration in the range of 29.78 to 281.45 ng/μL. The microarray was scanned using a DNA microarray Scanner (G2505C; Agilent Technologies, Santa Clara, CA).

### Normalization and quality control

Microarray data were deposited in the GEO database (NCBI Accession number: Series GSE140517). The signal value of each gene was normalized in the following four steps (TOHOKU CHEMICAL Co., Aomori, Japan). 1) When the signal value was lower than background (negative value), it was adjusted to 1, which meant that gene did not express. 2) The geometric mean of the values of 4 samples at each time was calculated as the representative value of the gene. 3) The signal values were converted to a base 2 logarithm. 4) In order to correct experimental errors between microarrays, the value of the 75th percentile of all gene signals was subtracted from that of each gene with respect to each time point under the assumption that the expression levels of most genes did not fluctuate. Quality control of microarray signal data was performed using settings recommended by Agilent Technologies. In addition, based on the flag information output from Feature Extraction Software v11 (Agilent Technologies), the features were evaluated with five flags, namely “saturated”, “uniform”, “positive and significant”, “well above background”, and “population outlier". The results were interpreted as "Not Detected (NDt)" when the flag was “not positive and significant" or “not above background", and as "Compromised (Cm)" when it was "saturated", "not uniform", or "population outlier". All other flags were considered to be compatible with "Detected (Dt)". The feature of a gene was determined as “Dt” only when flags of all 16 arrays (4 samples × 4 time points) were “Dt”, and as “NDt” when at least one “NDt” was included in those of all arrays. Also, if at least one "Cm" flag was present, the feature was determined as "Cm". Genes containing only the features determined as "Dt" and "NDt" were used for analysis. The FC of gene expression was calculated using normalized non-logarithmic signal values of each gene of the control and each time point [12].

### Detection of upregulated or downregulated genes

One-way analysis of variance (ANOVA) was employed to extract genes of which expression levels significantly fluctuated between any of the time points. Subsequently, multiple comparisons were performed using Tukey’s Honestly Significant Difference (HSD) test as a *post hoc* test for genes considered to be significant with ANOVA to detect genes with expression levels significantly different between the control and each time point. Furthermore, among the genes that were significant with Tukey’s HSD test, gene sets were prepared by selecting genes whose FC values were upregulated or downregulated by more than 3- or 5-fold compared to the control, respectively. Gene sets that were up- or down-regulated more than 3-fold also included genes whose FC was more than 5 and less than 0.2, respectively.

### Gene ontology and pathway analysis

Gene ontology (GO) and pathway analyses were performed to indicate the biological function of gene sets in which expression fluctuated more than 3- or 5-fold compared to that of the control. Fisher’s exact test (one-sided test) was employed to examine whether the extracted gene sets contained significant numbers of genes prepared from known information (GO terms). Also, the similarity between the extracted gene sets and the gene lists classified according to Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway information was investigated in the same manner. Furthermore, differences between the average fluctuation of expression of all genes included in each of the KEGG pathways and that of all genes that passed quality control were statistically examined with parametric analysis of gene set enrichment (PAGE) [13].

### Corresponding analysis and distance calculation

The intensity ratio between the control and each time was calculated using the signal values of the genes that passed quality control (TOHOKU CHEMICAL). An arctangent function was applied to the reciprocal of this ratio [9], which was converted to the radian value in a range of 0 to π/2. Compared to the conventional logarithmic transformation, this conversion method reduces the variance when the intensity ratio is > 10 or < 0.1. The radian value was further converted to degrees (0° to 90°). A matrix (data in degrees) of which variables consisted of 3 time series by each gene was prepared, and a biplot was created with scores of two principal components of each gene and time series obtained by CA as two-dimensional coordinates (*x*, *y*). Furthermore, two kinds of (Euclidean) distances from each coordinate of the biplot were calculated: Distance 1: The distance between each gene and each time series score; Distance 2: The distance between each gene and the top 5 query genes whose expression was upregulated or downregulated the most at each time point (Table 1). Several sets of top 100, 300, and 1,000 genes close in distance to the principal components score of each time series or query gene were arranged under each setting, and GO and pathway analyses were performed as described above.

**Table 1:** Top 5 query genes whose expression were up- or downregulated at each time point, and their fold change (FC) values and coordinates on CA plot.

	FC at			Factor 1	Factor 2	Area in Fig 6*	Symbol in Fig 7**
	6 h	12 h	24 h				
Upregulated genes							
6 h							
Cxcl5	**3163.200**	2260.396	227.743	0.233	-1.060	D	A
Gm5483	**3159.584**	1841.431	115.447	0.258	-1.178	D	B
Ccl4	**2871.902**	1409.222	115.613	0.234	-1.143	D	C
Il-1β	**2140.053**	1207.213	73.427	0.259	-1.185	D	D
S100a8	**1399.826**	1312.942	412.954	0.150	-0.577	D	E
12 h							
Cxcl5	3163.200	**2260.396**	227.743	0.233	-1.060	D	A
Gm5483	3159.584	**1841.431**	115.447	0.258	-1.178	D	B
Ccl4	2871.902	**1409.222**	115.613	0.234	-1.143	D	C
S100a8	1399.826	**1312.942**	412.954	0.150	-0.577	D	E
Clec4d	1190.241	**1237.906**	224.221	0.217	-0.798	C	F
24 h							
Slpi	570.131	968.934	**806.127**	0.247	0.126	B	G
Saa3	274.366	479.682	**464.848**	0.254	0.204	B	H
S100a8	1399.826	1312.942	**412.954**	0.150	-0.577	D	E
Cd300lf	1332.905	1026.038	**265.342**	0.143	-0.720	D	I
Cxcl5	3163.200	2260.396	**227.743**	0.233	-1.060	D	A
Downregulated genes							
6 h							
Hs3st5	**0.029**	0.064	0.084	0.049	0.036	A	A
Ddit4l	**0.071**	0.049	0.089	0.035	0.030	F	B
Efnb3	**0.084**	0.317	0.224	0.106	0.046	B	C
Lzts2	**0.088**	0.046	0.078	0.031	0.023	E	D
Slc26a10	**0.088**	0.234	0.273	0.077	0.068	A	E
12 h							
Fam83d	0.115	**0.043**	0.095	0.022	0.023	E	F
Lzts2	0.088	**0.046**	0.078	0.031	0.023	E	D
Ddit4l	0.071	**0.049**	0.089	0.035	0.030	F	B
Myh7	1.201	**0.051**	0.297	-0.226	-0.114	E	G
Tet1	0.116	**0.057**	0.190	0.020	0.051	F	H
24 h							
Plcd4	0.248	0.165	**0.031**	0.032	-0.039	D	I
Ostn	0.269	0.262	**0.032**	0.056	-0.053	D	J
Mettl11b	0.206	0.162	**0.039**	0.040	-0.026	D	K
Gm6288	0.389	0.100	**0.040**	-0.021	-0.060	D	L
Tmem233	0.225	0.190	**0.041**	0.044	-0.033	D	M

*Area to which each gene belongs in Fig 6

**Symbols indicated in Fig 7b (for upregulated genes) or Fig 7c (downregulated genes)

In all statistical tests, the obtained results were subjected to multiple test correction according to the Benjamini-Hochberg method, and differences were considered to be significant when the corrected p < 0.05 [12].

## Results

### DNA microarray analysis

As a result of the quality control, microarray data of a total of 55,527 genes were available for further analyses. 

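Muscle had been taken from 16 male BALB/c mice, 4 without an incision (control) and 4 each at 6, 12 and 24 h after it. The RNA of each mouse had been labelled with Cy3 and hybridized to 1 one-colour Agilent mouse array. The values analysed are the processed signals in the deposited scanner files, intensities from which Feature Extraction had removed the background, for 62976 spots per array. They were set to at least 1, put on a log2 scale, averaged over the spots of a probe and reduced by the 75th percentile of their array. A fold change is a difference of these normalized log2 signals between group means. Groups were compared with limma on all 16 arrays, with Benjamini-Hochberg adjustment within each comparison and 0.05 as the limit for a call. Where 1 group was well above background on none of its arrays, the change is also given as at least N-fold. For this the bright group's mean over its replicates was set against the dim group's mean of, per array, the higher of the lowest signal among well-above-background probes and the probe's own signal. A signal that is not well above background can exceed that lowest signal, so at least N-fold is no strict limit. Krt5 probe A_51_P186856, for example, had a normalized log2 control mean of -3.98 with 0 of 4 arrays well above background. The control and 12 h arrays lie on 1 slide and came from an earlier study, and the 6 and 24 h arrays lie on another. A change at 6 or 24 h against control therefore includes any difference between the slides, and a small change cannot be told apart from it. The comparisons of 12 h with control and of 24 h with 6 h stay within a slide. Cxcl5 rose by 11.63 in log2 at 6 h across the slides and by 11.14 at 12 h within 1 slide.
Leaving out the 492 probes with a compromised spot on 1 or more arrays left 55189 of 55681 probes. Leaving out compromised spots in place of whole probes, a rule added after the data were seen, kept 55527. Of the 55189 probes, 21088 were well above background on all 16 arrays, 15586 on some and 18515 (33.5%) on none. The share well above background per array was 46.7 to 48.6% in control, 44.1 to 47.0% at 6 h, 51.1 to 52.1% at 12 h and 47.7 to 50.0% at 24 h. Over the 21088 probes well above background on all 16 arrays, correlations between replicate arrays were 0.993 to 0.997 in control and 0.982 to 0.993 at 6 h. They were 0.994 to 0.996 at 12 h and 0.950 to 0.988 at 24 h. No non-control spot was saturated.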

At 6 h post injury, the expressions of 7,212 genes were significantly upregulated compared with that of the control (0 h), as were 5,361 at12 h, and 6,675 at 24 h. 

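Among the 55189 probes, limma called 7668 higher than control at 6 h, 5939 at 12 h and 7211 at 24 h. The methods' own Tukey test on the same values called 7137, 5281 and 6613. Of the higher probes, 4679, 3980 and 4919 were well above background on all 16 arrays. The alternative that moved these counts most was normexp background correction, which gave 16512 at 6 h. Exact splits into 4 and 4 were made in fits of only the 8 arrays of a comparison. There the real split gave 20536 calls in both directions at 6 h, 31514 at 12 h and 18464 at 24 h. Only the real split out of 35 reached as many, at each time point.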

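Lower than control were 12690 probes at 6 h, 22582 at 12 h and 14483 at 24 h (limma), or 62.3, 79.2 and 66.8% of all calls. The methods' Tukey test gave 11639, 18829 and 12268. Of the lower probes, 484 at 6 h, 9874 at 12 h and 2741 at 24 h were well above background on no array. Among probes well above background on all 16 arrays, there were 1.99, 2.45 and 1.72 calls down per call up. Normexp background correction reversed the direction at 6 h, with 10802 down and 16512 up (39.6% down). Quantile normalization changed the share of calls that are down to 58.3, 60.9 and 54.3%, with 10591 down and 6788 up at 12 h and 10876 down and 9164 up at 24 h. Without normalization between arrays the shares were 83.9, 24.7 and 80.3%, from 20419 down and 3915 up, 3440 down and 10511 up, and 23136 down and 5675 up. Scaling to the spike-in probes, added after the data were seen, gave 19.2% at 12 h (2753 down, 11562 up). The median log2 fold change of all probes at 12 h was -0.51, and under these other scalings -0.06, 0.04 and 0.11.

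**Figure D1:**
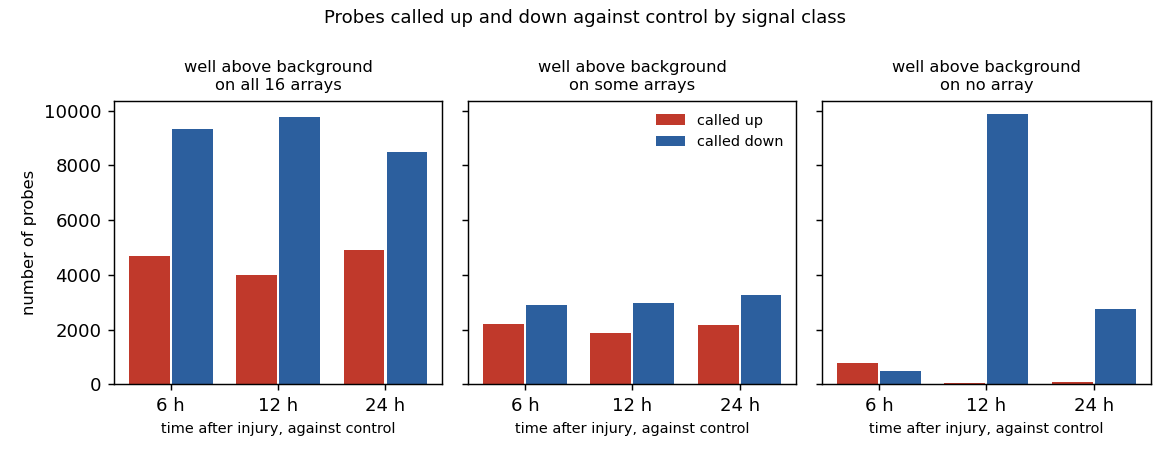
Probes called up and down against control at 6, 12 and 24 h (limma), by whether they are well above background on none (18515 probes), some (15586) or all 16 arrays (21088).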

The numbers of significantly downregulated genes were 11,746 at 6 h, 18,956 at12 h, and 12,421 at 24 h. 

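Calls at 6, 12 and 24 h put 2677 probes in (U, U, U) and 7418 (13.4%) in (D, D, D). Up at 6 and 24 h and unchanged at 12 h were 1664 probes, against 767 for (U, U, -) and 895 for (-, U, U). The rarest patterns were (U, -, D) with 12 probes and (U, D, D) with 13. Because the 3 comparisons share the control mice, data were simulated 20 times with no effect of time. The fold changes lay on the same side of 1 at all 3 times in 51.9% of the probes, and in 50.0% of the simulated ones. Among probes well above background on all 16 arrays these shares were 66.3 and 50.1%, and among those on no array 31.3 and 50.0%.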

The number of genes showing each fluctuation pattern among 27 categories according to the fluctuation direction (up- or downregulated, or unchanged) at 3 time points is listed in Table 2. 

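With limma calls, 17458 of the 55189 probes (31.6%) had no call at 6, 12 or 24 h, and 43.4% of these were well above background on no array. Next came (-, D, -) with 9016 probes, 80.2% of them well above background on no array. Without normalization between arrays (-, D, -) held 59 probes.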

The most common pattern was that of insignificant fluctuation throughout the time, which included 22,872 genes or about 40% of all genes. 

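Called up over 3-fold were 2605 probes at 6 h, 2316 at 12 h and 2318 at 24 h, which is 65.7, 62.7 and 44.2% of the probes called beyond 3-fold. Over 5-fold, 1389, 1330 and 1135 probes were up (86.8, 85.5 and 64.7%). In 587, 526 and 492 of the probes up over 5-fold the control signal was not well above background. Normexp background correction gave 1130, 1208 and 929 probes up over 3-fold. Without normalization between arrays 1679 were up and 4534 down over 3-fold at 6 h, so that most were down. At 12 h this setting gave 3746 up and 302 down.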

As for genes with more than 3- or 5-fold change, however, most of them were upregulated. 

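Called down over 3-fold were 1358 probes at 6 h, 1380 at 12 h and 2924 at 24 h, and over 5-fold 212, 226 and 619. Probes well above background on all 8 arrays of their comparison made up 427, 553 and 1307 of those down over 3-fold. Leaving out 1 mouse at a time gave 2407 to 3572 probes down over 3-fold at 24 h. Background-subtracted signals in place of processed ones gave 3112 at 6 h and 4647 at 24 h, and no normalization gave 4534 at 6 h and 302 at 12 h. Normexp background correction gave 140, 243 and 881.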

The number of genes with more than 3- or 5-fold downregulation was small until 12 h post-injury, then increased at 24 h (Table 3).

**Table 2:** The number of genes showing each fluctuation pattern.

6, 12, 24 h	Number	6, 12, 24 h	Number	6, 12, 24 h	Number
U, U, -	741	U, D, D	25	U, -, D	11
U, -, U	1647	D, U, D	60	U, D, -	1068
-, U, U	830	D, D, U	50	-, U, D	74
U, U, D	33	-, -, D	1509	D, U, -	113
U, D, U	565	-, D, -	7168	-, D, U	81
D, U, U	61	D, -, -	1682	D, -, U	147
U, -, -	675	-, D, D	2186	U, U, U	2447
-, U, -	1002	D, -, D	1820	-, -, -	22872
-, -, U	847	D, D, -	1110	D, D, D	6703

"U: significantly upregulated, D: significantly downregulated,

-: not fluctuated, at each time point (6, 12, 24 h post-injury in order). "

**Table 3:** The number of genes that showed more than 3- or 5-fold expression fluctuation at each time point.

Fold change	Regulation	6 h set	12 h set	24 h set
3	Total	3839	3455	4974
	Up	2555	2277	2240
	Down	1284	1178	2734
5	Total	1600	1549	1731
	Up	1386	1343	1120
	Down	214	206	611

### Gene ontology analysis and pathway and gene set analysis

The most expressed category in the upregulated gene sets was GO terms in “biological process (BP)” followed by “cellular component (CC)” and “molecular function (MF)” (Table 4, S1 Table). The downregulated sets had smaller number of significant GO terms than the upregulated sets, although they were increased in number at 24 h. We mainly focused on the GO terms that were related to the processes of inflammation and wound healing involving myoblasts because we assumed that making the incision would initiate such processes. The “BP” category in the upregulated set mainly showed GO terms associated with inflammatory response, cytokines, and wound healing (Table 5). 

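The gene ontology terms were not analysed here. In their place stand gene lists written from known biology. Chemokine and interleukin genes (55 probes, 45 genes) had median log2 fold changes of 1.70 at 6 h, 1.92 at 12 h and 1.60 at 24 h (camera in limma, adjusted p 9.0e-10, 5.4e-11 and 2.6e-07). Called up were 29, 33 and 35 of the 55, and adjusted over the list alone 33, 33 and 38. Neutrophil genes (11 probes) had medians of 7.07, 6.62 and 5.54 (6.87, 6.62 and 5.46 with the 4 probes of dim control signal at their bound, adjusted p 2.5e-09, 3.6e-10 and 2.0e-07), with 11, 10 and 11 probes up and the same counts adjusted over the list alone. Monocyte and macrophage genes (18 probes) had medians of 1.36, 2.15 and 1.81 (adjusted p 4.6e-06, 8.4e-10 and 4.0e-06), with 12, 16 and 14 up, and 12, 17 and 15 adjusted over the list alone. Every camera call over the 40 tests of 10 lists also holds under fry, which adds 6. The largest move was under normexp, where the neutrophil median at 24 h was 2.48.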

The GO terms associated with skeletal muscle and myoblasts (*e*.*g*., GO: 0035914, GO: 0045445) were significant mainly among the 3- or 5-fold upregulated set at 6–12 h. For example, *Myod1*, which is a gene involved in myotube differentiation in mice and was annotated with GO terms as described above [14], was more than 5-fold upregulated at 6 and 12 h. 

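The Myod1 probe was 7.98-fold higher than control at 6 h and 6.90-fold at 12 h (log2 fold changes 3.00 and 2.79, limma adjusted p 0.0046 and 0.0058). Normalized log2 signals were 3.90 with SD 0.55 at 6 h, 3.69 with SD 0.20 at 12 h and 0.90 with SD 0.18 in control. At 12 h mouse 4 was 3.38, against 3.78 to 3.81 in the others. At 24 h the change was -0.95 (adjusted p 0.30), with 1.18 and 2.28 in 2 mice and -1.34 and -2.34 in the others. It became called down, at -1.73, when 24 h mouse 4 was left out. This probe has a compromised spot and was tested in the fit of all 55681 probes.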

GO terms that were significant in “CC” and “MF” categories were primarily associated with cell membranes, or receptor activities and binding of cytokines, chemokines, and immunoglobulins. Pathways with significant differences were also predominantly selected in the upregulated gene sets (Table 4), and they were mainly related to inflammatory reactions and cytokines such as mmu04060 (Cytokine-cytokine receptor interaction) (S1 Fig). Several infection pathways such as mmu05140 (Leishmaniasis) were also involved. GO terms that were significant at all time points in both more than 3 and 5-fold upregulated sets included 647 of “BP”, 17 of”CC”, and 32 of “MF”, whereas 17 pathways were shared by both sets (Table 6). Again, most of them were GO terms associated with inflammatory response, cell membrane, and cytokine activity, and other pathways related to inflammatory response. In the downregulated sets, significant pathways were only found in the > 3-fold set at 24 h and were mainly associated with myocardial disease and the endocrine system. Many pathways associated with the inflammatory response were indicated as significant also by PAGE at all time points.

**Table 4:** The number of GO terms belonging to each GO category and pathways that were significant in the GO and pathway analysis of each set with more than 3- or 5-fold fluctuation.

Category	Fold change	Regulation	6 h set	12 h set	24 h set
Biological process	3	Both*	804	1246	690
		Up	1139	1532	956
		Down	19	19	173
	5	Both	972	1125	652
		Up	1039	1186	814
		Down	2	0	59
Cellular component	3	Both	20	52	54
		Up	38	76	56
		Down	0	6	51
	5	Both	24	35	30
		Up	27	46	23
		Down	0	0	46
Molecular function	3	Both	51	95	53
		Up	75	107	51
		Down	3	22	44
	5	Both	57	70	39
		Up	61	83	57
		Down	0	4	38
Pathway	3	Both	21	33	20
		Up	25	43	31
		Down	0	0	15
	5	Both	20	27	15
		Up	26	30	19
		Down	0	0	0

*The number of significant terms or pathways in the GO and pathway analysis of combined sets of the up- and downregulated genes at each time point ("Total" set in Table 3).

**Table 5:** The number of genes belonging to specific GO terms in the GO analysis of each set with more than 3- or 5-fold fluctuation.

GO ID	GO term	3-fold									5-fold								
		Both*			Upregulated			Downregulated			Both			Upregulated			Downregulated		
		6 h	12 h	24 h	6 h	12 h	24 h	6 h	12 h	24 h	6 h	12 h	24 h	6 h	12 h	24 h	6 h	12 h	24 h
GO:0006935	chemotaxis	152**	**171**	**157**	**128**	**153**	**122**	24	18	35	**98**	**119**	**91**	**93**	**116**	**80**	5	3	11
GO:0043292	contractile fiber	29	34	**79**	20	20	10	9	14	**69**	9	12	**26**	1	11	5	1	1	**21**
GO:0001816	cytokine production	**163**	**197**	**177**	**149**	**181**	**142**	14	16	35	**113**	**134**	**91**	**110**	**129**	**82**	3	5	9
GO:0006954	inflammatory response	**193**	**225**	**176**	**179**	**210**	**154**	14	15	22	**144**	**161**	**107**	**139**	**155**	**100**	5	6	7
GO:0042692	muscle cell differentiation	**72**	**82**	**110**	41	47	24	31	**35**	**86**	31	28	43	23	23	15	8	5	**28**
GO:0006936	muscle contraction	50	**56**	**91**	32	38	29	18	18	**62**	19	25	**31**	16	22	11	3	3	**20**
GO:0061061	muscle structure development	**123**	**135**	**168**	70	**79**	41	**53**	**56**	**127**	51	52	**64**	41	42	23	10	10	**41**
GO:0045445	myoblast differentiation	**21**	**24**	22	**17**	**21**	10	4	3	12	**13**	**17**	**13**	**13**	**16**	**9**	0	1	4
GO:0007520	myoblast fusion	**11**	**17**	12	**10**	**15**	**8**	1	2	4	**8**	**10**	7	**8**	**10**	**6**	0	0	1
GO:0014839	myoblast migration involved in skeletal muscle regeneration	2	3	2	**2**	**3**	**2**	0	0	0	0	0	0	0	0	0	0	0	0
GO:0044459	plasma membrane part	**409**	**459**	**524**	**282**	**347**	**287**	127	112	237	**212**	**248**	**235**	**186**	**225**	**157**	26	23	**78**
GO:0005102	receptor binding	**290**	**312**	**333**	**211**	**255**	**190**	79	57	143	**160**	**190**	**159**	**141**	**175**	**111**	19	15	**48**
GO:0043269	regulation of ion transport	107	**121**	**184**	**76**	**82**	66	31	39	**118**	**55**	**62**	**85**	47	**54**	**43**	8	8	**42**
GO:0035914	skeletal muscle cell differentiation	**26**	**24**	19	**16**	**16**	7	**10**	**8**	12	**12**	**14**	6	**11**	**14**	3	1	0	3
GO:0003009	skeletal muscle contraction	5	4	**20**	2	**1**	2	3	3	**18**	0	1	**8**	0	1	0	0	0	**8**
GO:0042060	wound healing	**79**	**96**	**92**	**68**	**83**	**64**	11	13	28	**48**	**59**	**45**	**46**	**55**	**38**	2	4	7

*The number of genes belonging to each GO term in the GO and pathway analysis of the combined set of the up- and downregulated genes at each time point.

**Boldface letters indicate that the particular GO terms are significant at each time point.

**Table 6:** Pathways that were significant throughout the time course in both sets of genes upregulated by more than 3- and 5-fold.

Entry	Name
mmu04662	B cell receptor signaling pathway
mmu04062	Chemokine signaling pathway
mmu04060	Cytokine-cytokine receptor interaction
mmu04623	Cytosolic DNA-sensing pathway
mmu04640	Hematopoietic cell lineage
mmu04657	Il-17 signaling pathway
mmu05134	Legionellosis
mmu05140	Leishmaniasis
mmu04650	Natural killer cell mediated cytotoxicity
mmu04064	NF-kappa B signaling pathway
mmu04621	NOD-like receptor signaling pathway
mmu04380	Osteoclast differentiation
mmu04145	Phagosome
mmu05150	Staphylococcus aureus infection
mmu04668	TNF signaling pathway
mmu05202	Transcriptional misregulation in cancer
mmu05152	Tuberculosis

### Corresponding analysis

Row scores of 55,527 genes by column scores of 3 time series were computed by CA, and a biplot was created (Fig 1). 

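On the arctangent values of 55189 probes the column scores were (0.136, 0.0991) for 6 h, (-0.161, 0.0422) for 12 h and (0.0403, -0.135) for 24 h. The mean transformed values were 45.5, 51.0 and 49.5 degrees. Factor 1 thus has 12 h on 1 side and 6 and 24 h on the other, which is also how the arrays divide by slide and study. Across probes well above background on no array, log2 FC6 and FC24 correlated at 0.719, FC6 and FC12 at 0.459 and FC12 and FC24 at 0.497. Simulated data with shared controls alone gave means of 0.497 for FC6 and FC24 and 0.499 for FC12 and FC24, and no value above 0.511. Row scores ran from -1.19 to 0.980 on factor 1 and from -1.22 to 0.912 on factor 2.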

The cumulative contribution rate reached 100% up to the second principal component (Table 7). 

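A table of 3 columns has no more than 2 factors, and these had eigenvalues of 0.0154 and 0.00983 and contributions of 61.0 and 39.0%. Simulated values with no effect of time but a shared control gave a first eigenvalue of 0.00381 and a contribution of 50.4%. Normexp background correction gave a first eigenvalue of 0.00827, and background-subtracted signals gave 0.0224. The log2 fold change scaled to 0 to 90 in place of the arctangent gave 0.000801, which is on another scale.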

Assuming a triangle formed by three time series coordinates (t6-24h), all genes were distributed in an overlapping, similar, and enlarged triangular area (tAg). 

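The corners a row score can reach, for a probe with its whole row in 1 column, were (1.10, 1.00) for 6 h, (-1.30, 0.426) for 12 h and (0.325, -1.36) for 24 h. They are the column scores multiplied by 8.07 on factor 1 and 10.09 on factor 2. All 100.0% of the probes lay inside this triangle, as the construction requires, and 41.3% lay inside the triangle of the column scores.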

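Fold changes above 1 were found for 27656 probes at 6 h, 13477 at 12 h and 16545 at 24 h. Of these 23.7, 15.1 and 16.8% lay inside the triangle of the column scores, and 12.9, 11.5 and 14.5% were nearest to the score of their own time. Their median distances to the point P of equal fold changes were 0.157, 0.177 and 0.197.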

Genes of which the FC value was larger than 1 at each time point were relatively evenly distributed within tAg (Fig 2a–2c). However, most genes with an FC value of 5 or more at each time point tended to gather near the vertex of tAg. On the other hand, genes of which the FC value was smaller than 1 at each time point appeared to be distributed around the particular time series scores (Fig 2d–2f). In particular, most genes with an FC value of 0.2 or lower at each time point were localized to a narrower range around the time series score than genes with an FC value of 0.2 to 1.

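Nearer to a vertex than to P were 31.1% of probes with FC6 of 5 or more, 17.3% for FC12 and 25.9% for FC24. Among probes with fold changes of 1 to 3 the shares were 0.0442, 0.792 and 0.519%. Median distances to the nearest vertex were 0.925, 1.04 and 1.01 for probes of 5 or more, and 1.28, 1.29 and 1.26 for those of 1 to 3.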

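With a fold change below 1, 49.5% of 27533 probes at 6 h, 44.8% of 41712 at 12 h and 39.8% of 38644 at 24 h were nearest to the score of that time. Inside the triangle of the 3 scores lay 59.0, 49.7 and 51.7% of them.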

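Fold changes of 0.2 or less were found for 216 probes at 6 h, 227 at 12 h and 620 at 24 h. Their median distances to the score of that time were 0.102, 0.183 and 0.0981, against 0.149, 0.173 and 0.158 for probes between 0.2 and 1. Of the former 90% lay within 0.135, 0.210 and 0.146, and of the latter within 0.226, 0.275 and 0.225. At 12 h the positions had an SD of 0.0725 on factor 1 and 0.0587 on factor 2, against 0.120 and 0.0844. Nearest to their own score were 96.8% at 6 h and 84.5% at 24 h, and at 12 h 19.8%, against 49.1, 39.1 and 45.0% of probes between 0.2 and 1.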

**Fig 1:**
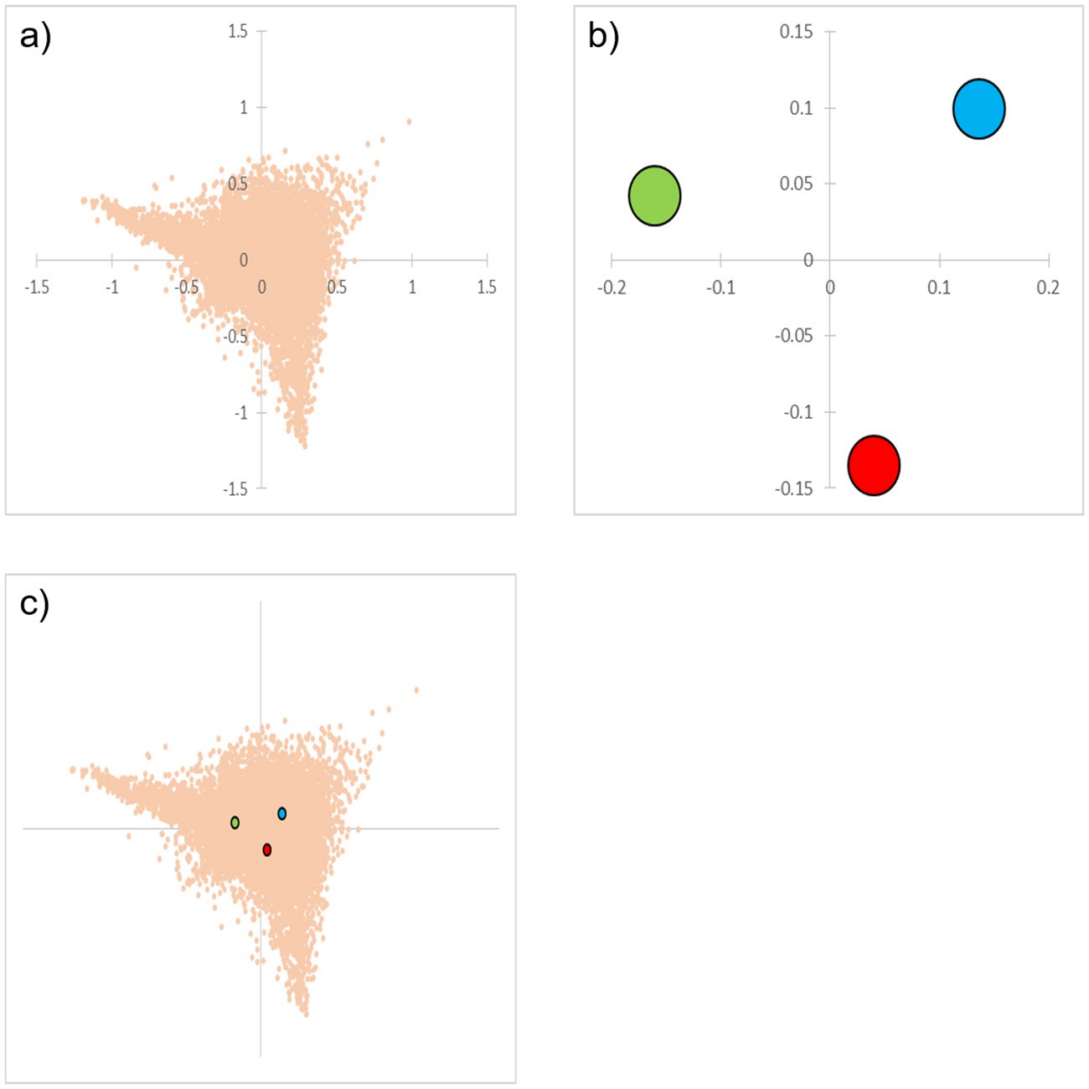
Correspondence analysis (CA) plots created from microarray results. a) The row scores of all genes are indicated by orange dots. b) The column scores of 6, 12, and 24 h are indicated by blue, green, and red dots, respectively. c) Biplot of row and column scores.

**Fig 2:**
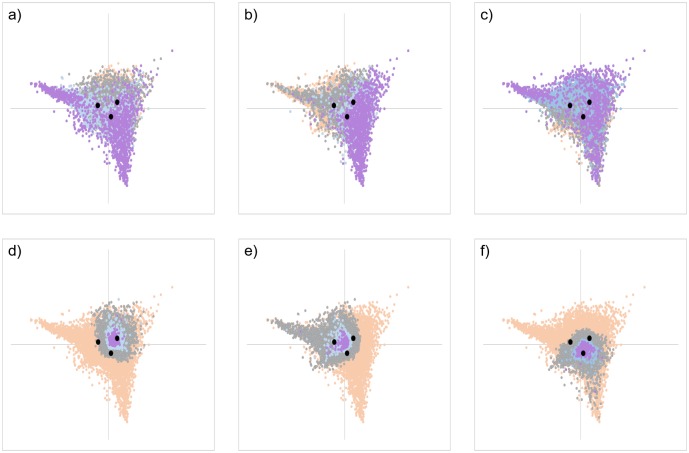
CA plots of the row scores of genes that showed fluctuation at each time point. The row scores of the CA plots are color-coded according to the magnitude relationship of fold change (FC) value of each time series. a) FC6 > 1, b) FC12 > 1, c) FC24 > 1, d) FC6 < 1, e) FC12 < 1, f) FC24 < 1, a-c). Genes with FC values of 1 < FC < 3.3 ≤ FC < 5, and FC ≥ 5 are shown in gray, blue, and purple, respectively. d-f) Genes with FC values of 0.33 < FC < 1, 0.2 < FC ≤ 0.33, and FC ≤ 0.2 are shown in gray, blue, and purple, respectively. Genes that did not satisfy any condition and the 3 time series scores are shown in orange and black dots, respectively. Assuming a triangle formed by the three time series coordinates (t6-24h), all genes were distributed in an overlapping, similar, and enlarged triangular area (tAg). Most genes with FC ≥ 5 or more at each time point tended to gather near the vertex of tAg. On the other hand, genes with FC < 1 at each time point appeared to be distributed around the particular time series scores.

**Table 7:** Eigenvalue and contribution rate in correspondence analysis.

Factor	Eigenvalue	Contribution	Cumulative contribution
1	0.015	0.608	
2	0.010	0.392	1.000

Genes formed fairly clear clusters on the plot according to whether each of 3 FC values was greater than 1 (S2 Fig). 

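Of the 8 sign classes, all 3 fold changes below 1 held 21349 probes around (0.0372, 0.00105), with SDs of 0.0591 and 0.0550. Above 1 at 6 h alone were 12964 probes around (-0.0945, -0.0534). Above 1 at 12 h alone were 2275 probes around (0.171, -0.0216), and at 24 h alone 2055 around (0.0188, 0.177). All 3 above 1 held 7292 probes around (0.0655, -0.0122), with SDs of 0.215 and 0.239.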

In other words, all genes were classified into 27 categories according to the fluctuation patterns at each time point. 

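Of the probes called up, 15.7% at 6 h, 6.11% at 12 h and 15.8% at 24 h were nearest to the score of that time. Their median distances to it were 0.337, 0.383 and 0.338. Nearer to a vertex than to P were 6.43, 4.51 and 5.70%.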

Genes significantly upregulated at a particular time point were distributed throughout the region of tAg, but appeared to be gathered around the other two time series scores (Fig 3a–3c). In contrast, those that were significantly downregulated at a particular time point were predominantly gathered around the same time series scores (Fig 3d–3f). 

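Nearest to the score of their own time were 67.5% of the probes called down at 6 h, 51.4% at 12 h and 53.8% at 24 h, at median distances of 0.120, 0.148 and 0.135.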

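The SD of the scores of probes called down was 0.0551 on factor 1 and 0.0723 on factor 2 at 6 h, 0.103 and 0.0590 at 12 h, and 0.0645 and 0.0579 at 24 h. For probes called up it was 0.268 and 0.233, 0.159 and 0.263, and 0.284 and 0.224.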

There were more downregulated genes than upregulated ones at each time point, but the distribution areas were narrower in the downregulated genes. In addition, genes that were upregulated significantly at all time points were distributed all around tAg, whereas genes without fluctuation throughout time points were mainly distributed within the inscribed circle of tAg (Fig 4a and 4b). 

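Probes called up at all 3 times lay inside the triangle of the time scores in 10.9% of cases, and 93.8% of them lay inside the inscribed circle of radius 0.708. Of probes without a call at any time 99.99% lay inside that circle, as did 99.1% of all probes. Their median distances to P were 0.237 and 0.119.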

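Down at all 3 times, 84.5% of (D, D, D) probes lay inside the triangle of the time scores, against 44.5% of (-, -, -) probes. Their median distance to P was 0.0506, with SDs of 0.0347 on factor 1 and 0.0421 on factor 2.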

Genes that were downregulated at all time points were mainly distributed in the narrower region inside t6-24h (Fig 4c). Because genes that were significantly downregulated or without fluctuation throughout time were distributed at the center of tAg, there was a tendency for many genes with large FC values at each time point to be distributed near the vertex. However, some genes even with small FC values were also located near the vertex. In addition, genes showing other fluctuation patterns were distributed in a characteristic manner. For example, there were some genes that were significantly upregulated at two time points and unchanged at the other time point, or had one time point each where they were significantly upregulated, downregulated, and without fluctuation. Among them, genes with the same fluctuation direction were plotted at symmetrical positions to each other across the center of tAg according to the combination of fluctuation behavior at each time point (Fig 4d and 4e and S3 Fig).

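Fold changes of 3 to 5 put 4.43% of probes at 6 h, 1.84% at 12 h and 7.53% at 24 h nearer to a vertex than to P. At 12 h 0.441% of probes with a fold change of 0.2 or less lay so, at 24 h 0.161%.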

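Mean scores were (0.149, -0.336) for (U, U, -), (-0.323, 0.114) for (U, -, U) and (0.211, 0.180) for (-, U, U). Patterns with 1 time up, 1 down and 1 unchanged lay at (-0.157, -0.0223) for (U, D, -) and (0.213, 0.0697) for (D, U, -). Those of (-, U, D) and (-, D, U) lay at (0.196, -0.151) and (-0.124, 0.184). For (U, -, D) and (D, -, U) they were (-0.0215, -0.269) and (0.112, 0.259).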

**Fig 3:**
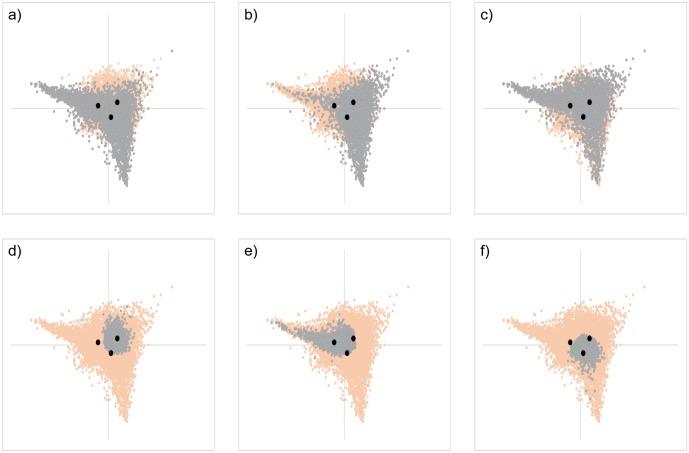
CA plot of genes whose expression was significantly upregulated or downregulated at each time point. Distribution of genes with significant upregulation at 6 h (a), 12 h (b), and 24 h (c); and downregulation at 6 h (d), 12 h (e), and 24 h post-injury is shown. Genes that did not satisfy any condition and the 3 time series scores are shown in orange and black, respectively. Genes significantly upregulated at a particular time point were distributed throughout the region of tAg but appeared to be gathered around the other two time series scores. In contrast, those that were significantly downregulated at a particular time point were predominantly gathered around the same time series scores.

**Fig 4:**
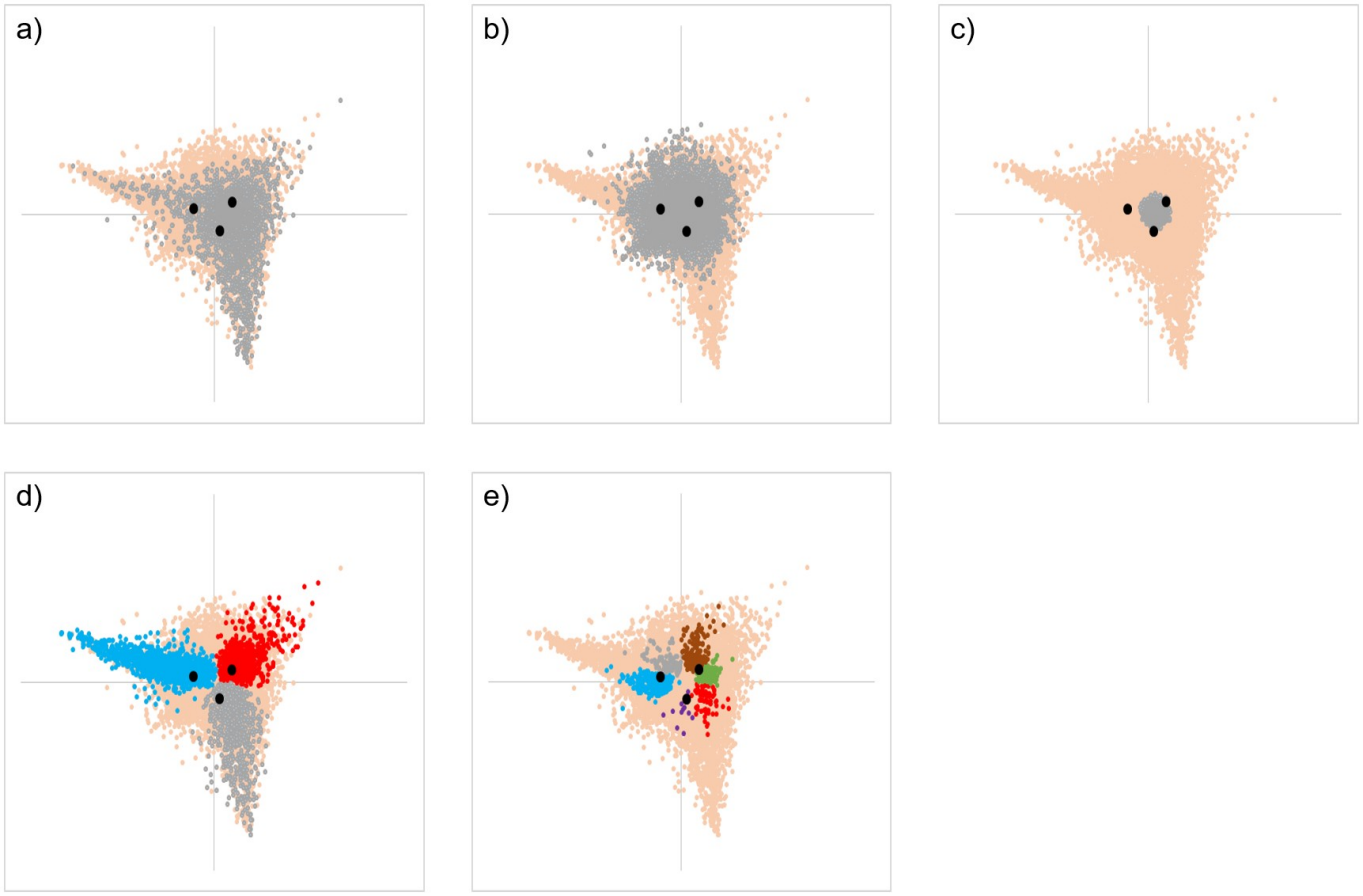
Distribution of genes that showed specific time-dependent expression patterns on the CA plot (see Table 2). a-c) Gray dots indicate the coordinates of genes with significant upregulation (a), and without fluctuation (b), and with downregulation (c) throughout the time course (presented as (U, U, U), (-, -, -), and (D, D, D) in Table 2, respectively). U, -, and D in the parenthesis are fluctuation statuses at, 6, 12, and 24 h in order. Genes that were upregulated significantly at all time points were distributed over the whole tAg region. Genes without fluctuation throughout the time course were mainly distributed within the inscribed circle of tAg. Genes that were downregulated at all time points were mainly distributed in the narrower region inside t6-24h. d) Plot of genes that have two time series with significant upregulation and one time series without fluctuation. Gray dots: (U, U, -); blue dots: (U, -, U); red dots: (-, U, U). e). Plot of genes that have one time series each that are significantly upregulated, significantly downregulated, and without fluctuation. Purple dots: (U, -, D); blue dots: (U, D, -); red dots: (-, U, D); green dots: (D, U, -); gray dots: (-, D, U); and Brown dots: (D, -, U). Genes with the same fluctuation direction were plotted at symmetrical positions with each other across the center of tAg according to the combination of fluctuation behavior at each time point. Genes that did not satisfy any condition and the 3 time series scores are shown in orange and black dots, respectively.

Based on a report showing that genes with similar expression dynamics tend to be located close to each other on a CA plot [9], the regularity of the distribution was examined in detail. On the plot, each gene was situated in 6 subdivided triangular areas according to the magnitude relationship of the FC value at each time point (Fig 5a). 

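The order of FC6, FC12 and FC24 put 5492 probes in area A, 6317 in B, 8545 in C, 9057 in D, 20366 in E and 5412 in F. In E 63.2% of the probes were well above background on no array, in D 36.0% and in A 3.26%.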

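Setting 2 transformed values equal gives a straight line in the scores. The lines were y = -4.89 x + 0.233 for FC6 and FC12, y = 0.925 x - 0.0175 for FC12 and FC24, and y = -0.301 x + 0.0353 for FC24 and FC6. They meet where all 3 values are equal, and 100.0% of the probes lay on the side their order requires.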

Each region appeared to be demarcated by 3 straight lines that intersect at one point. The genes for which the FC value at 12 h post-injury (FC12) were smallest and those of 6 h (FC6) were largest (FC12 < FC24 < FC6) were distributed in an area including the intersection coordinates (0, 0) of the first and second principal components; therefore, the 3 lines did not pass through the origin. 

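Area E held the origin and 36.9% of all probes. It took in 69.6% of the probes well above background on no array and 19.3% of those well above background on all 16. The area depends on how arrays are scaled. It held 23.4% of the probes under quantile normalization and 2.52% without normalization between arrays.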

In each area, genes for which the ratios of two adjacent FC values were close to 1 were distributed along the two border lines (S4 Fig). For example, in the region in which genes with FC6 < FC12 < FC24 were distributed, there was a tendency for genes of which FC6/FC12 was close to 1 to be located at the left end, while those for which FC12/FC24 was close to 1 were at the right end of the region (Fig 5b–5d). Moreover, genes with FC6/FC24 ≈ 1, namely FC6 ≈ FC12 ≈ FC24, were distributed near the intersection of the two straight lines forming the area of A (Fig 5e). 

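In area A the 100 probes with FC12/FC6 closest to 1 (at most 1.007) had a median distance of 0.000836 to line 1. The 100 with FC24/FC12 closest to 1 (at most 1.006) had a median distance of 0.000702 to line 2. Over the whole area these medians were 0.0498 and 0.0431.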

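The medians of factor 1 in area A were 0.0348 for the 100 probes with FC6 and FC12 closest and 0.0881 for the 100 with FC12 and FC24 closest, with 0.0731 over the area.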

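With FC24/FC6 closest to 1 (at most 1.081), 100 probes of area A had a median distance of 0.0127 to P, against 0.115 for all of the area.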

As shown in Fig 5a, six subdivided regions of A to F were considered to be separated by three straight lines. Thus, to draw these three approximate straight lines, six genes for which the ratio of two FC values was sufficiently close to 1 were selected under the assumption that they should distribute at the end of each region (Table 8). 

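Lines drawn through the 6 probes of Table 8 put 99.96% of probes on the right side of line 1, 99.82% for line 2 and 99.92% for line 3. With the equations printed in the paper 44, 62 and 48 probes fell on the wrong side.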

Based on the coordinates of these genes, three approximate straight lines were created (Fig 6). The detailed relationship between each straight line and each gene was examined and is described in the S1 Appendix.

**Fig 5:**
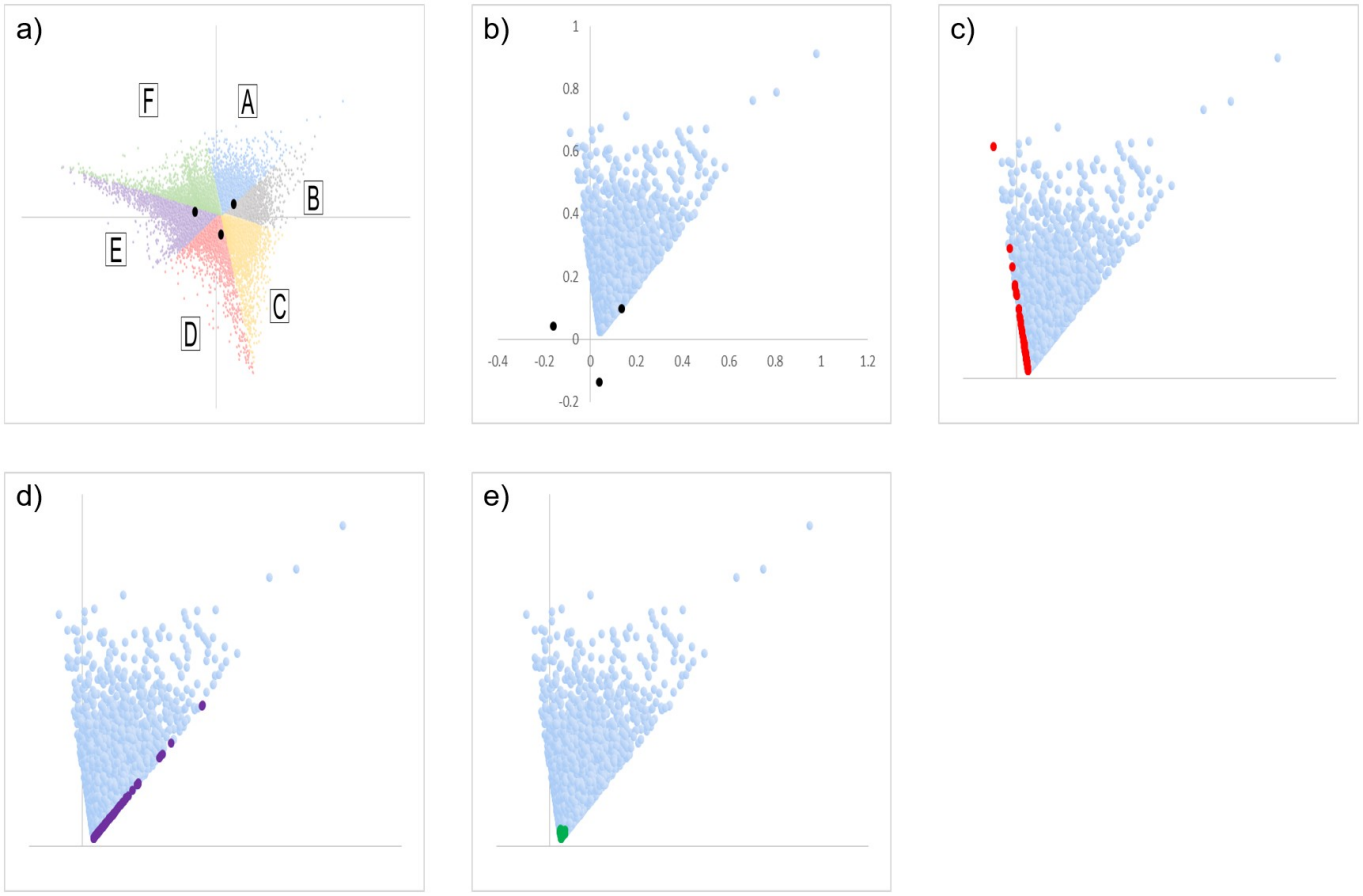
Distribution of genes satisfying specific conditions in the CA plot. a): The CA plot was color-coded according to the magnitude relationship of each FC value of the genes. Genes formed clear clusters on the CA plot according to the magnitude relationship of their FC values at each time point. Area A): FC6 < FC12 < FC24, B): FC6 < FC24 < FC12, C): FC24 < FC6 < FC12, D): FC24 < FC12 < FC6, E): FC12 < FC24 < FC6, F): FC12 < FC6 < FC24. b-e) Magnified images of area A (shown in blue dots). b) 3 column scores are superimposed by black dots. c-e) The top 100 genes for which the following values were close to 1 are highlighted c): FC12/FC6 (red), d): FC24/FC12 (purple), e): FC24/FC6 (green). Genes for which FC6/FC12 was close to 1 are located at the left end and those for which FC12/FC24 was close to 1 are at the right end of the area. The genes with FC6/FC24 ≈ 1, namely FC6 ≈ FC12 ≈ FC24, are distributed near the intersection of the two straight lines forming the area.

**Fig 6:**
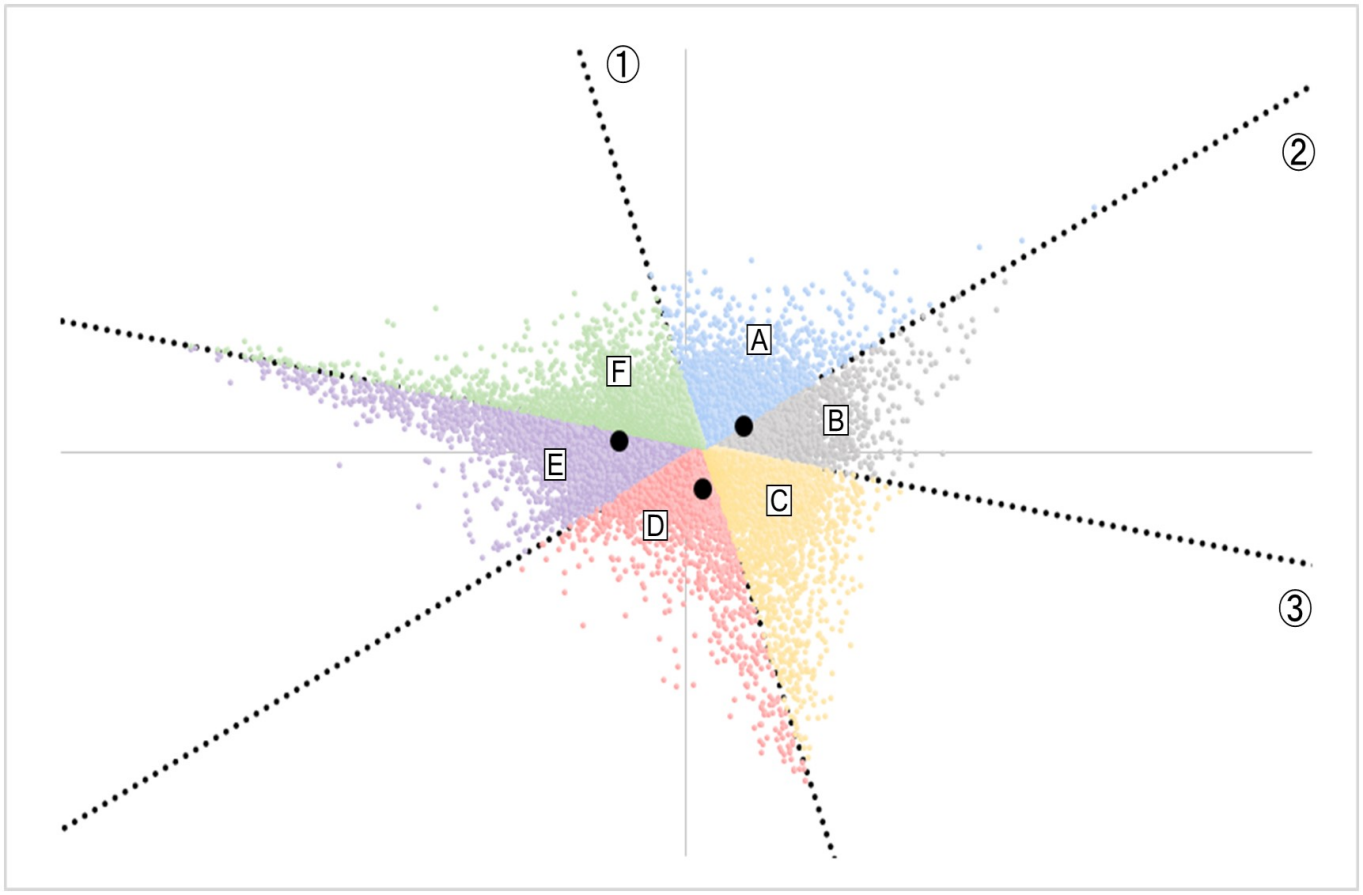
Three straight lines, 1 to 3, calculated from the row scores of the specific genes (see Table 8) are drawn on the CA plot. The lines 1 to 3 are the boundaries of the magnitude relationship between FC6 and FC12, FC12 and FC24, and FC24 and FC6, respectively. The equations for each line are as follows: 1: y = -4.903 x + 0.232; 2: y = 0.923 x − 0.017; 3: y = -0.302 x + 0.035. Black dots indicate the 3 column scores.

**Table 8:** Genes and their coordinates employed to draw the 3 approximate straight lines dividing the 6 areas*.

Probe Name	Symbol	Factor 1	Factor 2	Linear equations	Line No.*
A_55_P2054857	Ube2v2	0.050	-0.013	y = -4.903 x 0.232	***1***
A_55_P2027436	Bri3	0.026	0.105		
A_30_P01025341		0.023	0.005	y = 0.923 x − 0.017	***2***
A_55_P1955467	Bbs1	0.101	0.077		
A_30_P01024768		0.039	0.024	y = -0.302 x + 0.035	***3***
A_52_P504743	Cdyl	0.136	-0.006		

*Presented in Fig 6.

### Analyses of genes close to 3 time series scores (distance 1)

In the gene sets close to the column score coordinates of 6 h, most genes were significantly downregulated or unfluctuating at 6 h (Table 9). 

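Of the 1000 probes nearest to the 6 h score, limma called 559 down, 384 unchanged and 57 up at 6 h. Median fold changes were 0.656 at 6 h, 1.01 at 12 h and 0.984 at 24 h, within a radius of 0.0380. Area A held 368 of them and area B 632. With probes well above background on all 4 arrays of a group, the probes without any call fell from 325 to 101 in the 12 h set and from 517 to 166 in the 24 h set.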

There were no upregulated genes except for those with persistent upregulation throughout time. 

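All 57 probes called up at 6 h in that set of 1000 were also called up at 12 and 24 h. In the nearest 100 and 300 there were 6 and 18 such probes.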

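A fold change above 1 at 6 h was found for 185 of the 1000 probes nearest to the 6 h score, and all 185 were above 1 at 12 and 24 h. A further 263 were above 1 at 12 and 24 h and below 1 at 6 h, and 454 were below 1 at all 3 times.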

In the top 1,000 set, there were 186 genes whose FC6 > 1, and all of them satisfied FC12 > 1 and FC24 > 1 (Table 10). 

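Nearest to the 12 h score, 437 of 1000 probes were down, 542 unchanged and 21 up at 12 h. For the 24 h score 372 were down, 574 unchanged and 54 up at 24 h. Fold changes above 1 at the set's own time numbered 112 and 127, all of them above 1 at the other times too. Well above background on no array were 338 and 327 of these probes.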

A similar tendency was observed for the genes sets close to the 12 and 24 h column score coordinates. In each set, significant GO terms and pathways were generally sparse. Among them, relatively many GO terms associated with the organelles in the "CC" category and metabolic processes in the "BP" category were found in the top 1,000 set for 6 h (Table 11). There were no significant pathways in any sets of 6 to 24 h.

**Table 9:** The number of genes with each fluctuation pattern in the top 100 to 1000 gene sets whose distance was close to the column score of 6 h on the CA plot.

6, 12, 24 h	100 set	300 set	500 set	1000 set
-, U, U	8	26	48	96
D, U, U	2	3	5	8
-, U, -	0	3	6	16
-, -, U	0	0	1	7
D, -, -	34	106	177	350
D, -, D	1	10	18	50
D, D, -	0	3	6	15
D, U, -	2	5	7	16
D, -, U	0	2	3	3
U, U, U	6	18	30	57
-, -, -	43	105	162	302
D, D, D	4	19	37	80

"U: significantly upregulated, D: significantly downregulated,

-: not fluctuated, at each time point (6, 12, 24 h post-injury in order). "

**Table 10:** The number of genes with each magnitude relationship at each time point in the top 100 to 1000 gene sets whose distance was close to the column score of 6 h on the CA plot.

Fold change	100 set	300 set	500 set	1000 set
(FC6, FC12, FC24) < 1	36	126	220	450
(FC6, FC24) < 1 < FC12	7	16	28	68
(FC6, FC12) < 1 < FC24	0	4	9	30
FC6 < 1 < (FC12, FC24)	38	106	153	266
(FC12, FC24) < 1 < FC6	0	0	0	0
FC24 < 1 < (FC6, FC12)	0	0	0	0
FC12 < 1 < (FC6, FC24)	0	0	0	0
1 < (FC6, FC12, FC24)	19	48	90	186

**Table 11:** The number of GO terms belonging to each GO category that were significant in the GO analysis of the top 100 to 1000 gene sets whose distances were close to each column score on the CA plot.

GO terms	Column score	100 set	300 set	1000 set
Biological process	6 h	0	45	48
	12 h	0	0	0
	24 h	0	0	0
Cellular component	6 h	4	10	43
	12 h	0	0	0
	24 h	0	0	4
Molecular function	6 h	0	0	4
	12 h	0	0	0
	24 h	0	0	0

### Analyses of genes close to query gene scores (distance 2)

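Ranked by fold change among called probes, Cxcl5, Gm5483 and Ccl4 came first at 6 h with 3163, 3159 and 2872-fold, and at 12 h with 2259, 1840 and 1408-fold. Their control signals were not well above background. By the bound described above, which is no strict limit, the rises were at least 2817, 2689 and 2488-fold at 6 h and at least 2012, 1566 and 1220-fold at 12 h. At 24 h Slpi and Saa3 led with 807 and 465-fold (at least 724 and 438-fold). The largest falls were in Hs3st5 at 6 h (log2 fold change -5.11, limma adjusted p 5.2e-06, well above background on 1 of 4 arrays at 6 h), Fam83d at 12 h (-4.55, at least 19.1-fold) and Plcd4 at 24 h (-5.01, adjusted p 0.00020). Of 4 Plcd4 probes, the brightest changed by 0.90 at 24 h. Hs3st5 in 12 h mouse 1 was -3.74 against -2.78 to -2.74 in the others. The probe for Lzts2 changed by -0.39 at 6 h, -0.32 at 12 h and -0.07 at 24 h (adjusted p 0.013, 0.028 and 0.61).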

The top 5 genes whose expression (FC value) was upregulated or downregulated the most at each time point were selected as query genes (Table 1). For the query genes at each time point, upregulated genes were mainly distributed outside t6-24h on the CA plot, whereas downregulated genes were mainly distributed inside it (Fig 7a–7c). 

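No upregulated query gene lay inside the triangle of the time scores, and among the downregulated ones only Myh7 lay outside, at (-0.226, -0.114). At 12 h the log2 fold change of Myh7 was -4.29 (limma adjusted p 0.030). Against the control mean it changed by -7.70, -8.09, -0.44 and -0.93 in the 4 mice. The median of 9 other slow-fibre genes changed by -4.84, -4.84, -0.39 and -0.91 in the same mice. The 12 h call was lost without control mouse 2 or 4, without 12 h mouse 1 (-3.15) or 2 (-3.02), under quantile normalization (-4.02), without normalization (-3.74), in the fit of 8 arrays and in the methods' Tukey test. Over the whole list of slow-fibre genes (14 probes) the medians were 0.05 at 6 h, -2.67 at 12 h and -1.34 at 24 h (camera adjusted p 0.43, 0.40 and 0.75). Called down were 1, 10 and 1 of the probes, and adjusted over the list alone 1, 11 and 1. The methods' Tukey test called 1, 1 and 1 down.

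**Figure D2:**
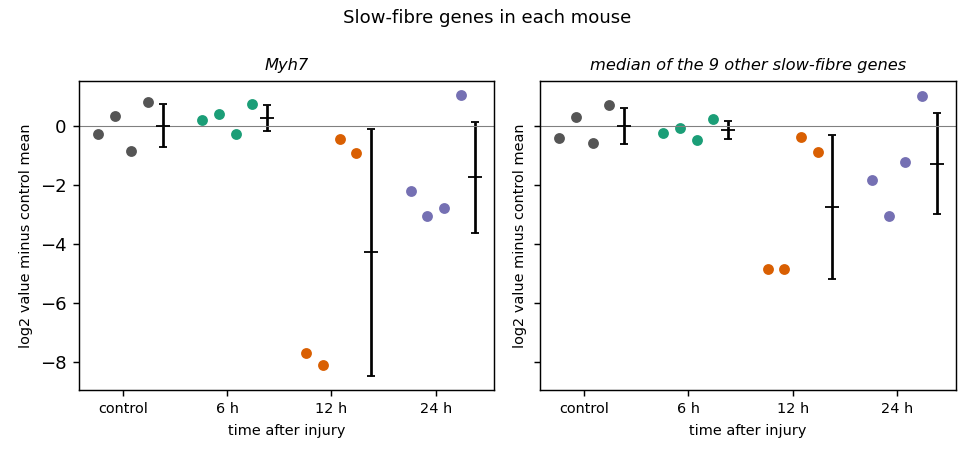
Myh7 and the median of 9 other slow-fibre genes in each mouse, log2 signal minus the control mean. At 12 h Myh7 is -7.70 and -8.09 in 2 mice and -0.44 and -0.93 in the others.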

In the query gene upregulated at 24 h, 2 genes of *Slpi* and *Saa3* and 3 genes of *S100a8*, *Cd300lf*, and *Cxcl5* were distributed apart across the horizontal axis. 

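Slpi lay at (0.247, 0.127) and Saa3 at (0.254, 0.205), above the horizontal axis, while S100a8, Cd300lf and Cxcl5 lay below it. The 24 h Saa3 signals were 4.22, 5.82, 0.80 and 2.35 (log2, normalized). At 12 h Saa3 was 4.15 in mouse 1 and 3.02 to 3.14 in the others.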

Although the difference in FC value between *Saa3* and *S100a8* was smaller than that between *Slpi* and *Saa3* (Table 1), the distance to *Saa3* was closer for *Slpi* than for *S100a8* on the plot. This was because the FC values of *Slpi* and *Saa3* satisfied FC6 < FC24 < FC12 (area of B of the Fig 7), while the other 3 genes satisfied FC24 < FC12 < FC6 (area of D of the Fig 7, Table 1). 

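Saa3 was 0.0784 away from Slpi and 0.788 from S100a8. FC24 was 413 for S100a8, next to 465 for Saa3.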

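Slpi had log2 fold changes of 9.16, 9.92 and 9.66 at 6, 12 and 24 h (limma adjusted p 1.6e-08, 1.3e-08 and 1.4e-08), and Saa3 8.10, 8.91 and 8.86 (2.0e-06, 1.4e-06 and 9.4e-07). In S100a8 they were 10.45, 10.36 and 8.69 (4.1e-10, 1.1e-09 and 3.0e-09). Tested at 24 h against 6 h, S100a8 differed by -1.76 (adjusted p 0.0047), Slpi by 0.50 (0.44) and Saa3 by 0.76 (0.45).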

Table 12 shows the number of GO terms and pathways that were significant in all query gene sets. Similar to the more than 3 and 5-fold-upregulated sets, GO terms related to inflammatory responses and cytokines were significant in many upregulated query gene sets such as *Cxcl5*.

**Fig 7:**
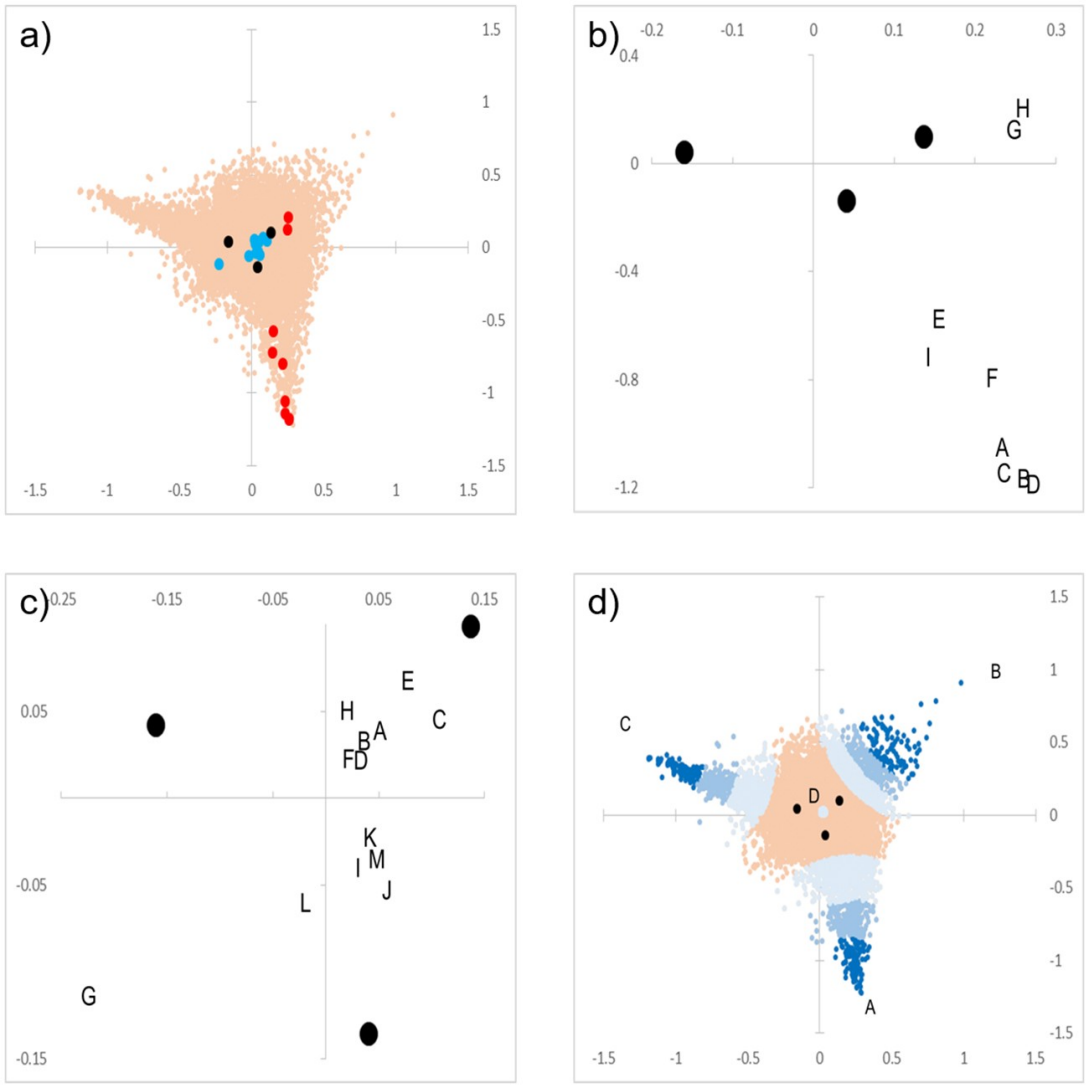
Distribution on the CA plot of the query genes. a) The query genes that were upregulated and downregulated are shown in red and blue, respectively. b) The query upregulated genes and time series scores. A: *Cxcl5*, B: *Gm5483*, C: *Ccl4*, D: *Il-1β*, E: *S100a8*, F: *Clec4d*, G: *Slpi*, H: *Saa3*, I: *Cd300lf*. Upregulated genes are mainly distributed outside t6-24h on the CA plot. c): The query downregulated gene and time series scores. A: *Hs3st5*, B: *Ddit4l*, C: *Efnb3*, D: *Lzts2*, E: *Slc26a10*, F: *Fam83d*, G: *Myh7*, H: *Tet1*, I: *Plcd4*, J: *Ostn*, K: *Mettl11b*, L: *Gm6288*, M: *Tmem233*. Downregulated genes are mainly distributed inside t6-24h on the CA plot. d): Plot of top 100–1,000 genes close to the 4 query genes. A: *Cxcl5*, B: *Arg1*, C: *Ly6f*, D: *Fam83d*. The top 100 genes close to each query genes are indicated by dark blue dots, and 300 genes are by blue and 1,000 genes by light blue. The distribution of the top 100–1,000 closest to *Fam83d* is spread to a very small area, unlike the other 3 genes. In a) and d), genes that did not satisfy the conditions are shown in orange dots.

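The 1000 probes nearest to Fam83d lay within a radius of 0.0197, in areas D (101), E (598) and F (301). For Cxcl5 the radius was 0.780, for Ly6f 0.790 and for Arg1 1.05. Fam83d itself lay 0.0203 from P.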

**Table 12:** The number of GO terms belonging to each GO category and pathways that were significant in the GO and pathway analysis of the top 100 to 1000 gene sets whose distances were close to each query gene on the CA plot.

Query gene	Biological process			Cellular component			Molecular function			Pathway		
	100 set	300 set	1000 set	100 set	300 set	1000 set	100 set	300 set	1000 set	100 set	300 set	1000 set
Cxcl5	468	391	1374	0	5	14	23	27	100	18	15	30
Gm5483	468	391	1370	0	5	14	23	27	100	18	15	30
Ccl4	468	390	1368	0	5	14	23	27	100	18	15	30
Il-1β	468	391	1370	0	5	14	23	27	100	18	15	30
S100a8	247	505	1266	0	4	13	4	27	92	1	5	17
Clec4d	47	310	1351	0	2	14	7	20	100	1	5	29
Slpi	0	17	126	0	23	72	0	4	20	0	0	2
Saa3	3	155	169	0	41	63	0	0	28	0	0	3
Cd300lf	10	379	1343	0	7	13	3	12	104	0	3	29
Hs3st5	0	21	52	15	30	43	0	5	7	0	1	1
Ddit4l	0	0	25	0	6	39	1	0	8	0	0	1
Efnb3	0	0	42	0	13	53	0	1	14	0	0	2
Lzts2	0	0	34	0	0	35	1	2	6	0	0	1
Slc26a10	0	9	65	0	7	50	0	3	9	0	0	2
Fam83d	0	0	12	0	0	28	0	3	8	0	0	0
Ddit4l	0	0	25	0	6	39	1	0	8	0	0	1
Myh7	0	0	10	0	0	2	0	0	7	0	0	1
Tet1	0	0	5	0	0	24	0	0	6	0	0	1
Plcd4	8	20	65	19	33	54	0	4	16	1	6	12
Ostn	0	0	76	0	0	31	1	0	11	0	0	15
Mettl11b	0	31	58	1	27	65	0	3	11	0	6	10
Gm6288	0	0	5	0	0	0	0	0	7	0	0	1
Tmem233	13	40	78	25	43	65	4	4	11	6	7	9
Arg1	34	95	322	0	0	38	7	2	37	0	0	11
Ly6f	0	0	0	0	0	0	1	0	0	0	0	0

The significant GO terms of "BP" and "MF" series of *Slpi* and *Saa3* were fewer compared with other upregulated query genes, and those of "CC" was relatively large in number (Table 12). Among the sets of the downregulated query genes, there were smaller number of significant GO terms than those of the upregulated genes, at most 154 in the top 1,000 set of *Tmem 233*. Pathway analysis also detected those related to inflammatory responses and cytokines in many upregulated query gene sets. However, few pathways were detected with the set of *Slpi*, *Saa3*, and downregulated query genes. The details on each query genes were examined and described in the S2 Appendix.

## Discussion

In previous studies, the post-injury dynamics of 10 cytokines that were selected based on the data from a microarray analysis at 12 h post-injury were investigated with qRT-PCR from 6 to 24 or 48 h after injury using the same mouse incised wound model [2,3]. The results of the microarray analyses of the particular genes in this study were essentially consistent with those of qRT-PCR. Thus, we believe that the microarray for each time point in this study had fairly reliable reproducibility.

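The SD between the 4 mice was 1.22 for Cxcl5 and 1.45 for Gm5483 at 24 h, against 0.49 and 0.73 at 6 h, 0.46 and 0.28 at 12 h and 0.14 and 0.42 in control. The quantitative PCR was not analysed here.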

The basic purpose of most microarray analyses is to elucidate biological processes or pathways that consistently show differential expression between groups of samples [15]. GO annotation and pathway information are important tools in the analysis of microarray experimental results [16–20]. In many cases, researchers select genes that are upregulated or downregulated more than a specific threshold in a microarray analysis, then perform GO and pathway analysis [20–26]. However, Yang et al. [27] suggested that genes fluctuating less at a significant level could also be of importance for the understanding of specific reactions. Shen et al. [20] performed PCA to visualize time-dependent expression pattern of microarray data of tibialis anterior muscle after peripheral nerve injury in rats. On the other hand, Yano et al. [9] employed CA for microarray analysis to estimate genes related to breast cancer or housekeeping genes by measuring the distances between each gene and artificial marker genes on CA plots, and performed GO analysis on the genes related to breast cancer. They considered that it was better to evaluate genes detected from the entire microarray dataset than to detect and evaluate candidate genes using thresholds. They showed also that up- or down-regulated genes could be predicted only with CA using the arctangent function, and that PCA was not appropriate for the clustering of genes according to their expression patterns using any index [9].

In this study, genes were successfully clustered based on the magnitude relationship of FC values of 3 time series with a CA plot, which effectively visualizes the data of time course experiments. GO and pathway analyses of the query gene set based on the CA plot revealed GO terms and pathways that many genes showing fluctuation patterns similar to the query genes belong to. Most of the upregulated genes shown in Table 1 are involved in inflammation or other immune system functions [28–44]. The large FC values of these genes in our microarray results were considered to be consistent with their bioactivity after injury (except for *Gm5483*, which is less well studied than other cytokines). 

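Of the 1000 probes nearest to Cxcl5, 456 were (U, U, U), 356 (U, U, -) and 23 (U, U, D). In the nearest 100 these were 59, 40 and 1. Area C held 609 of the 1000 and area D 391, and of the nearest 100 they held 46 and 54.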

In the top 100 to 1,000 gene sets created by designating *Cxcl5* as a query gene, there were two types of genes in the set that were included in gene lists of the significant GO terms and pathways, since *Cxcl5* is located close to a borderline and around the vertex of tAg as seen in Fig 6. Although the number of genes was small near the vertex of tAg, many GO terms and pathways were significant. This was due to the paucity of significantly downregulated genes. 

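Median fold changes in the nearest 100 to Cxcl5 were 39.5 at 6 h, 35.9 at 12 h and 4.10 at 24 h. In the nearest 1000 they were 5.65, 6.28 and 1.75.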

Most of the genes in the set were those with relatively large upregulation at each time point (Figs 2, 3 and 4a–4c). Therefore, almost all GO terms and pathways that were significant in these gene sets were considered to be upregulated at each time point. However, there were few significant GO terms and pathways in the *Ly6f* sets that were mapped near the vertex of tAg (Fig 7d and Table 12), suggesting that there were few GO terms and pathways to which the gene with the highest expression at 12 h belonged. On the other hand, the top 300 set of *Slpi* around which more genes were located than the vertex areas was composed of genes of only a single area (area B (FC6 < FC24 < FC12) shown in Fig 6). 

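Around Ly6f, 556 of 1000 probes were (U, -, U) and 250 (U, D, U), with median fold changes of 3.80 at 6 h, 0.797 at 12 h and 3.41 at 24 h. FC12 was above 1 in 311 of them, and areas E and F held 697 and 303. Ly6f itself was at least 35.5-fold higher than control at 6 h and at least 46.6-fold at 24 h, and not well above background at 12 h. FC12 is the lowest of the 3 fold changes in all of these probes, since areas E and F are those with FC12 lowest.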

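All 300 probes nearest to Slpi lay in area B, within a radius of 0.0495. The 1000 nearest reached 0.0847 and took in 95 probes of area A.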

Even in the center of tAg, unless a gene located very close to point P is selected as the query gene, the gene set will not include more than two areas in Fig 6. In the central part of tAg, we assumed that many genes had few or no GO term annotations, or that these genes had various and divergent GO term annotations. Therefore, the number of GO terms that were significant in the gene set at the central part of tAg was small, but those terms could have various characteristics in each gene set.

Analysis of gene sets based on querying genes can reveal GO terms and pathways that contain many genes that show a similar or identical fluctuation pattern as the query gene. Many of the upregulated query genes were located in area D on the CA plot (Table 1, S6 Fig). 

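Area D held Cxcl5, Gm5483, Ccl4, Il1b, S100a8 and Cd300lf, area C Clec4d, and area B Slpi and Saa3. FC24 is the lowest value in D and in C.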

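Cxcl5 lay at (0.234, -1.06), 0.0303 from line 1, 0.924 from line 2 and 0.981 from line 3.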

Among those genes, *Cxcl5* was located close to straight line 1 and far from straight lines 2 and 3 on the CA plot (S6 and S7 Figs). 

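The Cxcl5 ratios were 13.9 for FC6/FC24, 9.91 for FC12/FC24 and 1.40 for FC6/FC12. At 24 h against 6 h the log2 change was -3.79 (limma adjusted p 0.00011).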

Because each line divided the magnitude of the relationship of the FC values, we estimated that the values of FC6/FC24 and FC12/FC24 of *Cxcl5* were large, whereas that of FC6/FC12 was small (In fact, their values were 13.9, 9.9, and 1.4, respectively, calculated from Table 1). Therefore, *Cxcl5* and the genes located around it on the CA plot can be gene markers that were upregulated significantly in the early phase after injury.

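The paper takes the position of Cxcl5 near line 1 and far from lines 2 and 3 to mean that it is high at 6 and 12 h and much lower at 24 h. From this it concludes that Cxcl5 and its neighbours can mark the early phase after injury. Its log2 fold changes were 11.63 at 6 h, 11.14 at 12 h and 7.83 at 24 h (limma adjusted p 1.1e-09, 4.0e-09 and 4.8e-08). The means were 5.98, 5.49 and 2.19 on the normalized log2 scale and -5.65 in control, where no array was well above background. At 24 h Cxcl5 was still at least 203-fold above control. The 6 and 24 h means, which give the fall with time, come from arrays on 1 slide, and the 12 h and control means from the other.

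**Figure D3:**
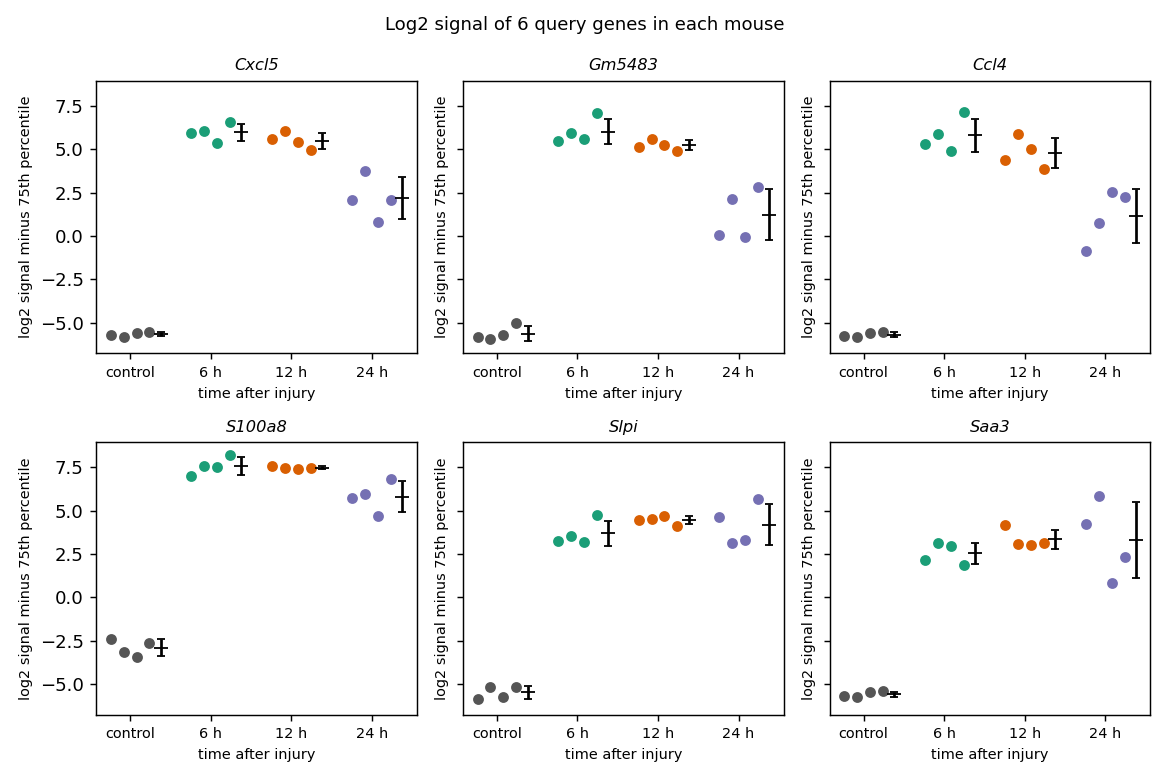
Normalized log2 signal of 6 upregulated query genes in each mouse, with mean and SD. Cxcl5 has means of -5.65 in control, 5.98 at 6 h, 5.49 at 12 h and 2.19 at 24 h.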

FC6 of *Gm5483*, *Ccl4*, and *Il-1β* was smaller than that of *Cxcl5*, but their FC6/FC24 and FC12/FC24 were larger than those of *Cxcl5*, reflecting their farther location from straight lines 2 and 3 than *Cxcl5* (S7 Fig). 

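FC6/FC24 was 27.3 for Gm5483, 24.8 for Ccl4 and 29.1 for Il1b, and FC12/FC24 15.9, 12.2 and 16.4. They lay 1.03, 0.986 and 1.03 from line 2 and 1.09, 1.06 and 1.09 from line 3. FC6 of Il1b was 2005, with control well above background on 1 of 4 arrays. Its probe has a compromised spot and was tested in the fit of all 55681 probes.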

*Ccl4* is involved in myoblast proliferation after skeletal muscle injury [45]. *Il-1β* is a cytokine produced by macrophages and myogenic cells [46, 47], and is upregulated after tissue injury [32–34]. *Gm5483*, a synonym for *Cstdc4*, had a small number of GO terms such as “cysteine-type endopeptidase inhibitor activity” [14], but its function in wound healing has not been studied in detail. 

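FC24 of Gm5483 was 116, and at least 98.4 with the control signal, which was not well above background, held at its bound. The log2 fold changes were 11.63 at 6 h, 10.85 at 12 h and 6.85 at 24 h (limma adjusted p 6.3e-09, 2.1e-08 and 6.3e-07).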

Considering that its FC value was maintained more than 100 even at 24 h after injury, *Gm5483* was seemed to play a certain role in both the inflammatory response of early phase and the muscle repair of late phase after injury. 

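Tested directly at 24 h against 6 h, Gm5483 changed by -4.77 in log2 (limma adjusted p 8.2e-05), Ccl4 by -4.63 (0.00034) and Il1b by -4.86 (4.8e-05). Over all probes 5360 were higher and 13073 lower at 24 h than at 6 h. Of the lower probes 7242 were well above background on no array, and on all 16 arrays the split was 4021 higher and 4274 lower. Quantile normalization gave 6382 higher and 4655 lower, no normalization 8519 and 2075, and spike-in scaling 6028 and 8461. Only the real split out of 35 gave as many calls.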

Because of their high FC6 to FC24 ratio, these genes may be useful for distinguishing different times after injury. On the other hand, *S100A8* and *Cd300lf* were located closer to straight lines 2 and 3 than *Cxcl5* on the CA plot (S8 Fig), and the FC6/FC24 or FC12/FC24 of these genes was small compared to *Cxcl5*. 

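S100a8 lay 0.513 from line 2 and 0.543 from line 3, and Cd300lf 0.613 and 0.681. FC6/FC24 was 3.39 and 5.02, and FC12/FC24 3.17 and 3.86. Cd300lf fell by 2.33 in log2 between 6 and 24 h (limma adjusted p 0.0028). Its control signal was not well above background (at least 1151-fold higher at 6 h), and 6 h mouse 4 was 5.89 against 4.25 to 4.30 in the others.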

*S100A8* is expressed in differentiating suprabasal wound keratinocytes [48], and *S100A8* mRNA levels are upregulated in skeletal muscle tissue during both Il-6 infusion and exercise [49]. Also, *Cd300lf* induces cell death and promotes phagocytosis [30, 31]. These genes may be early, upregulated markers in wounds, although they are unsuitable for distinguishing wounds created within 24 h.

*Clec4d*, which is expressed in monocytes and can induce phagocytosis and proinflammatory cytokine production [28], was located in area C, but close to *S100a8* and *Cd300lf* in area D on the CA plot (S8 Fig), and the values of FC6/FC24 and FC12/FC24 were also small. Therefore, *Clec4d* may be a gene marker, similar to *S100a8* and *Cd300lf*. 

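Clec4d had log2 fold changes of 10.22, 10.27 and 7.81 at 6, 12 and 24 h, at least 1118, 1162 and 211-fold. FC6/FC24 was 5.30 and FC12/FC24 5.51, at 0.720 from line 2 and 0.735 from line 3. With FC6/FC12 at 0.962 it lay 0.00643 from line 1. From 6 to 24 h it changed by -2.41 (limma adjusted p 0.0052).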

*Slpi* located in area B is expressed by macrophages and neutrophils [36]. The absence of *Slpi* leads to delayed wound healing, an increased and prolonged inflammatory response, enhanced elastase activity, and delayed matrix accumulation [37]. *Saa3* is mainly secreted from the liver and macrophages, stimulates toll-like receptor 4 activity, and induces NF-κB activation, a hallmark of inflammation [41–43]. 

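Slpi lay 0.229 from P and Saa3 0.279, where Cxcl5 lay 1.10 from it. FC6/FC24 was 0.707 for Slpi and 0.590 for Saa3, and FC12/FC24 1.20 and 1.03. Both had control signals that were not well above background, with rises at 6 h of at least 511-fold for Slpi and 259-fold for Saa3.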

On the CA plot, these genes were located near point P compared to the other upregulated query genes (S9 Fig), and each FC value had a relatively small difference. *Slpi* and *Saa3* may be late markers that were upregulated in the wounds. However, these genes may be more useful as negative markers at the time point when expression returns to baseline. Further microarray investigations after 24 h are needed.

In addition, *Cd72*, which was not designated as a query gene in this study, was located in area A at coordinates (−0.014, 0.558) on the CA plot and is a negative regulator of B-cell responsiveness (S9 Fig) [50]. 

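Cd72 lay at (-0.0146, 0.558). At 24 h its log2 fold change was 2.40 (limma adjusted p 0.033), with control well above background on 3 of 4 arrays. The normalized log2 signals were 1.63, 0.99, -2.07 and -3.43 in the 24 h mice and -2.91, -2.83, -3.07 and -3.67 in the control mice. The call was lost without 24 h mouse 1 (1.62) or 2 (1.83), without control mouse 1, 3 or 4, in the fit of 8 arrays and in the methods' Tukey test.

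**Figure D4:**
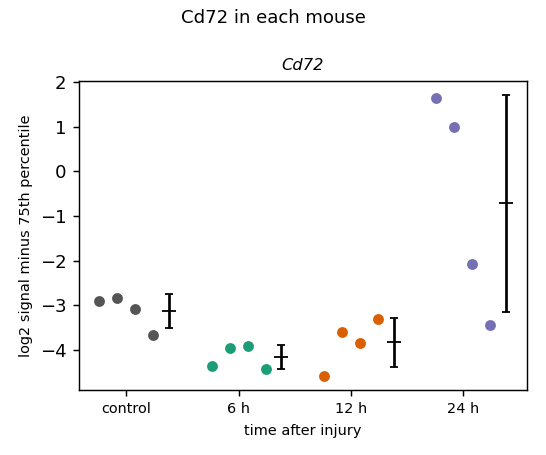
Normalized log2 signal of Cd72 in each mouse. At 24 h it is 1.63 and 0.99 in 2 mice and -2.07 and -3.43 in the others.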

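Arg1 lay at (0.980, 0.912) and Ly6f at (-1.10, 0.384). Cd72 was 0.0509 from line 1, 0.432 from line 2 and 0.496 from line 3.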

*Cd72* was located near the intersection of the line connecting *Arg1*-*Ly6f* and line 1 and far from straight lines 2 and 3, similar to *Cxcl5*. However, the fold values of FC6, FC12, and FC24 were 0.485, 0.611, and 5.266, respectively, which were opposite those of *Cxcl5*. Therefore, *Cd72* and the genes located around it on the CA plot may be gene markers that were upregulated significantly in late wounds. Furthermore, *Cd72* was downregulated at 6 and 12 h, unlike *Cxcl5*, which was upregulated at all time points, suggesting that *Cd72* can be used as a marker that is downregulated early after injury. 

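At 24 h against 6 h Cd72 rose by 3.44 in log2 (limma adjusted p 0.0062), at least 10.9-fold, since its 6 h signal was not well above background. The 6 h signals were -4.36, -3.96, -3.90 and -4.43.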

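Against control Cd72 changed by -1.04 at 6 h and -0.71 at 12 h (limma adjusted p 0.34 and 0.49). Neither was called in the fit of 16 arrays, and in the fit of 8 arrays 6 h was called. The paper proposes from these values that Cd72 is lowered early after injury and raised late.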

*Cd72*, a negative regulator of B-cell responsiveness, would have been downregulated until 12 h to promote the inflammatory response, and then turned to upregulation at 24 h to inhibit the excessive inflammatory response. Thus, the CA plot helps identify gene marker candidates that are useful for estimating the timing of injuries.

Most genes that showed a more than 5-fold upregulation in expression had GO terms associated with inflammatory reactions, cytokines, and wound healing. Among them, the GO terms associated with skeletal muscle and myoblasts were mainly significant at 6–12 h of more than 3-fold upregulated sets, which would be an early phase reaction to skeletal muscle injury. On the other hand, some GO terms such as muscle cell differentiation (GO: 0042692) were significant in the downregulated sets. This GO term was not significant in the more than 3-fold upregulated set at 12 h, which contained 47 genes belonging in the term, whereas it was significant in the more than 3-fold downregulated set containing 35 genes (Table 5). This would be due to the difference in the total number of genes in the sets; therefore, it was somewhat difficult to determine whether upregulation or downregulation was dominant. Nonetheless, at least for muscle-related GO terms, the downregulated genes appeared to increase in number at 24 h. 

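Fast-fibre and sarcomere genes, a list of 38 probes, had median log2 fold changes of -0.62 at 6 h, -0.76 at 12 h and -1.08 at 24 h (camera adjusted p 0.011, 4.5e-05 and 2.2e-07). Called down were 22, 36 and 34, and adjusted over the list alone 28, 37 and 35. From 6 to 24 h the list changed by -0.62 (adjusted p 6.0e-08). Under quantile normalization the 6 and 12 h tests were no longer called, at -0.13 and -0.45. Muscle regeneration genes (10 probes) had medians of -0.60, -0.67 and -0.86 (camera adjusted p 0.72, 0.98 and 0.72, fry 0.75, 0.47 and 0.0040), and at 6 h their mean was 0.01 and the test pointed up. Called up were 3, 2 and 1 of them and down 5, 4 and 5, and adjusted over the list alone 4, 2 and 2 up and 6, 6 and 5 down. These probes cover 6 of the 9 genes listed. The Myod1 probe, which has a compromised spot, is not among them. Myf6 changed by 1.89 at 6 h and 2.44 at 12 h. At 6 h the Myh3 probes changed by -1.67 and -2.15, and the Cdkn1a probes by 2.78 and -0.99. The genes moved in both directions, so the medians do not describe a common change.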

In the "CC" category, GO terms associated with the cell membrane were significant, which should reflect, for example, cytokine receptor activation of the cell membrane by inflammation. Also, the GO terms and pathways that were significant in common with all upregulated sets suggests that many genes associated with inflammatory reactions and cell membranes maintained high expression (more than 5-fold) up to 24 h after injury. Only a small number of significant GO terms were present in the downregulated sets; several reasons for this are possible (Table 4). Some sets contained many genes with few or no GO term annotations in the set, or had various and divergent GO term annotations. There were also fewer significant pathways in the downregulated sets, presumably because for similar reasons as for the GO terms (Table 4). In the gene set that showed more than 3-fold downregulation at 24 h, pathways related to myocardial disease and the endocrine system were significant. Many genes related to or characteristic of skeletal muscle injury were also included in the myocardial disease pathway. However, this pathway was only significant at 24 h and is thus less important for the investigation of gene expression after skeletal muscle injury.

Although some GO terms and pathways were significant at a specific time point, when considering the fold changes of gene sets, we consider that analysis with these sets will be insufficient for studying the time-dependent dynamics of gene expression. In GO and pathway analyses of gene sets that changed more than 3- and 5-fold, each analysis was performed on FC values at a single time point. However, some genes were not statistically significant at that time point even though the FC value was up- or down-regulated more than 5-fold, and these were not included in the sets. Also, the large differences in the number of genes belonging to each gene set may make comparisons of each set difficult.

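Beyond 5-fold and not called by limma were 22 probes at 6 h, 4 at 12 h and 33 at 24 h. The methods' Tukey test left 52, 42 and 80 uncalled. Of the 22, 4 and 33 probes, 18, 3 and 32 had fold changes above 1.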

In gene set analysis based on query genes, all genes that pass QC are included in the set, thus there is no possibility that important genes would be excluded by statistical processing. In addition, since the number of genes in each set is all adjusted, it may be convenient to compare GO terms and pathways that were significant among each set. Moreover, GO term and pathway fluctuations throughout the time period can be estimated more easily than by using FC values as thresholds. In the CA plot of this study, genes with FC values far from 1 tended to gather around each vertex or point P of tAg, so it was easy to identify GO terms and pathways that were greatly upregulated or downregulated at each time point. However, for example, not only genes with FC24 ≥ 1, but also genes with FC24 < 1 are included in the Cxcl5 set, thus it is necessary to confirm whether significant GO terms or pathway activity were upregulated or downregulated at 24 h compared to the control. 

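FC24 was below 1 in 280 of the 1000 probes nearest to Cxcl5, 49 of the nearest 300 and 10 of the nearest 100. Called down at 24 h were 48, 8 and 1 of them.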

Analyses of gene sets based on CA plots will be useful for investigating time-dependent fluctuations after injury and may compensate for some problems in the gene set based on fold changes.

In order to elucidate factors that could contribute to the formation of the gene sets other than the gene score, we investigated the characteristics of significant GO terms and pathways in the gene sets related to the time series scores. On the biplot, the 3 time series scores located in the area where genes with the lowest FC value at a particular time point (for example, the coordinate score of 6 h was located in area b in Fig 6), and genes with large FC values were sparse in the neighborhood of the time series scores (Fig 2a–2c). As a result, the genes contained in each set should have been unchanged in expression throughout time or downregulated only at particular time points, and there were only a small number of significant GO terms in the gene sets. 

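With FC6 lowest in areas A and B, the 1000 probes around the 6 h score were all from these areas. Around the 12 h score 980 were from E and 20 from F, and around the 24 h score 875 from D and 125 from C. The sets reached 0.0467 from the 12 h score and 0.0525 from the 24 h score.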

We estimated that genes with smaller FC values would tend to cluster around the particular time series score (Fig 2d–2f), and that significant GO terms would show a strong decrease in activity at a specific time.

FC values were converted with the arctangent function and indicated as degrees. Therefore, the value of 1 was represented as 45 degrees, and the converted value shifted from 0 to 90 as the FC value became smaller. Because CA was performed on these values of degrees, genes with a small FC or a high degree value at each time point were dominant in the vicinity of the particular time series score (Fig 2d–2f). In particular, genes with an FC value less than 0.2 at each time point were distributed radially from point P toward each time series score, and those at all time points were localized around point P (S5 Fig). 

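Below 0.2 at 1 or more times were 856 probes, and 46 were so at all 3. The 46 had a median distance of 0.0159 to P. By time the median distances to P were 0.0615, 0.0521 and 0.0798, and the own time was the lowest of the 3 in 62.5, 65.6 and 92.3% of probes. The time scores themselves lie 0.121, 0.205 and 0.157 from P.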

Each time series score seemed to be located a little away from point P in the vicinity of the line that bisected the area where the genes with the highest degrees at the same time point gathered. In contrast, genes with a small degree or a large FC value at each time point were distributed throughout the area of tAg (Fig 2a–2c). Further examination is needed to clarify the positional relationship between them, and the time series scores need further examination.

## Conclusion

Visualization with CA, which can cluster genes with similar expression dynamics, is an informative method of time course analysis of cytokines. GO and pathway analysis can be applied on selected genes from the plot based on a few marker genes. In this study, GO terms and pathways related to inflammation, muscle, and so on were significant in some query gene sets, so it is useful to analyze microarrays by referring to gene expression dynamics on CA plots. One limitation of this experimental model, which follows the principle of reduction, is that the effects of skin injury could be only assessed at 0 h or in the control. Thus, the post-injury results should include interactions with skin wounds to a certain extent.

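Epidermal keratinocyte genes (12 probes, 8 genes) had a median log2 fold change of 2.01 at 6 h (camera adjusted p 0.0084). At 12 and 24 h the medians were -0.37 and -0.34 (0.43 and 0.72), while the means were 0.88 and 0.39 and the tests pointed up. Called up were 6, 3 and 2 probes and down 1, 3 and 5, with the same counts adjusted over the list alone. The rise at 6 h differed between mice. Krt5 (A_51_P186856) was 4.90, 0.82, 7.47 and 4.21 above the control mean, and Krt14 2.95, 0.14, 5.03 and 1.58. Another Krt5 probe (A_66_P116076) was at -0.73, -1.27, 1.38 and -1.26. It was well above background on 1 of 4 arrays at 6 h and in control. Krt10 was at 2.40, -1.80, 4.78 and 1.02 (A_55_P2070009) and at 0.51, -1.09, 2.45 and -0.40 (A_66_P127224). Without 6 h mouse 3 the list median at 6 h was 1.05, still called. Control was well above background on no array for Krt5 probe A_51_P186856, a rise of at least 20.4-fold, and on 3 of 4 for Krt14. From 6 to 24 h the list changed by -2.77 (adjusted p 0.00045), with 10 probes called down. Fat cell genes (8 probes) had medians of -0.84, 0.92 and -0.11 (adjusted p 0.98, 0.27 and 0.72). At 24 h their mean was -0.04 and the test pointed up. In single mice the list medians against the control mean were -1.95, 0.68, 0.34 and -2.39 at 6 h and 1.43, 2.59, -2.86 and -1.95 at 24 h. With such a spread a lack of calls does not show an unchanged fat content. Limma called 0 of these 8 probes at any time, also adjusted over the list alone. Without adjustment 0 were under a p of 0.05, and the methods' Tukey test called 0. A probe for Ucp1, also on the list, was not among them because no group had it well above background on all 4 arrays. Limma called it up at 24 h (4.63, at least 23.3-fold, adjusted p 0.046), with 3 of 4 arrays well above background there and 0 in control.

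**Figure D5:**
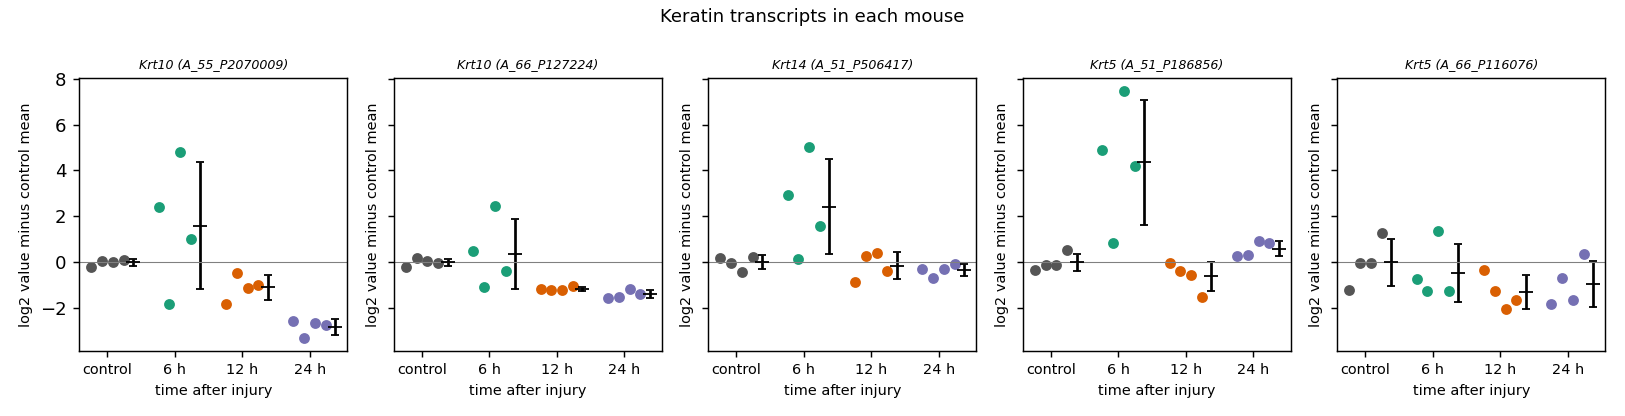
Keratin probes in each mouse, log2 signal minus the control mean. Krt5 (A_51_P186856) at 6 h is 4.90, 0.82, 7.47 and 4.21.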

## Supporting information

S1 Fig Pathway map mmu04060 (Cytokine-cytokine receptor interaction) that was significant in some gene sets. This pathway was also significant in the top 1,000 gene set whose distances are close to *Cxcl5* on the CA plot. In the *Cxcl5* gene set, the FC values of many genes belonging to this pathway are more than 1 throughout time course (shown in red filled frame), but FC24 of some genes is less than 1 (red frame). This is because *Cxcl5* was located near the vertex of tAg where genes with large FC values tended to gather, and this set consisted of genes distributed in the area of C and D in Fig 6 (FC24 was the smallest at all times). The figure was created with KEGG Mapper (https://www.genome.jp/kegg/mapper.html). 10.6084/m9.figshare.10327334.
(TIF) Click here for additional data file.

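Of 52 probes that the paper lists for this pathway in the Cxcl5 set, 49 were kept. They had been picked on these samples, so their calls are no independent test. All 49 had FC6 and FC12 above 1, and 37 had FC24 above 1. Median fold changes were 10.8, 11.4 and 3.01.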

S2 Fig Distribution of genes with magnitude relationship patterns of FC values at all time points on the CA plot. Genes corresponding to the following conditions are shown in gray on the CA plot. a): FC6, FC12, FC24 < 1; b): FC12, FC24 < 1 < FC6; c): FC6, FC24 < 1 < FC12; d): FC6, FC12 < 1 < FC24; e): FC24 < 1 < FC6, FC12; f): FC6 < 1 < FC12, FC24; g): FC12 < 1 < FC6, FC24; h): 1 < FC6, FC12, FC24. Genes formed fairly clear clusters on the plot according to whether each of the 3 FC values was greater than 1. Genes that did not satisfy each condition and the 3 time series scores are shown in orange and black dots, respectively.
(TIF) Click here for additional data file.

S3 Fig Distribution of genes that showed specific time-dependent expression patterns on the CA plot (see Table 2) other than the patterns shown in Fig 4a). Plot of genes that have two time series significantly upregulated and one time series significant downregulated. Gray dots: (U, U, D); blue dots: (U, D, U); red dots: (D, U, U). b): Plot of genes that have one time series significantly upregulated and two time series without fluctuation. Gray dots: (U, -, -); blue dots: (-, U, -); red dots: (-, -, U). c): Plot of genes that have one time series significantly upregulated and two time series significantly downregulated. Gray dots: (U, D, D); blue dots: (D, U, D); red dots: (D, D, U). d): Plot of genes that have one time series significantly downregulated and two time series without fluctuation. Gray dots: (-, -, D); blue dots: (-, D, -); red dots: (D, -, -). e): Plot of genes that have two time series significantly downregulated and one time series without fluctuation. Gray dots: (-, D, D); blue dots: (D, -, D); red dots: (D, D, -). Genes with the same fluctuation direction are plotted at symmetrical positions with each other across the center of tAg according to the combination of fluctuation behavior at each time point. Genes that did not satisfy any condition and the 3 time series scores are shown in orange and black dots, respectively.
(TIF) Click here for additional data file.

S4 Fig Distribution of genes for which the ratio of FC values of two time points were close to 1 among each cluster of genes (See Fig 5; located in areas A to F). For each gene, (highest FC value among the three time points)/(middle FC value) and (middle FC value)/(lowest FC value) were calculated, and the top 100 genes whose ratio was close to 1 were selected and plotted. Blue dots: FC6/FC12 and FC12/FC24 were close to 1 (area A in Fig 5). Gray dots: FC24/FC6 and FC24/FC12 (area B). Yellow dots: FC24/FC6 and FC12/FC6 (area C). Red dots: FC24/FC12 and FC12/FC6 (area D). Purple dots: FC24/FC12 and FC24/FC6 (area E). Green dots: FC12/FC6 and FC24/FC6 (area F). In each area, selected genes were distributed along the two border lines. Black dots indicate 3 column scores.
(TIF) Click here for additional data file.

S5 Fig Distribution of genes whose FC value was less than 0.2 at each time point (a) and at all time points (b). Yellow dot indicates the approximate intersection of the six areas in Fig 6 on the CA plot (point P). a): Plot of genes with FC values less than 0.2 at a specific time point. Gray dots: 6 h; blue dots: 12 h; red dots: 24 h. b): Magnified image around point P; the 46 genes with FC values less than 0.2 at all time points are shown in gray dots. There was a tendency for genes with small FC values to gather around point P. Genes that did not satisfy any condition and the 3 time series scores are shown in orange and black dots, respectively.
(TIF) Click here for additional data file.

S6 Fig Distribution of upregulated query genes (white diamonds) on the CA plot in Fig 6. Magnified images around each upregulated query gene are shown in S7, S8 and S9 Figs. Black dots indicate the 3 time series scores.
(TIF) Click here for additional data file.

S7 Fig Distribution of *Cxcl5*, *Gm5483*, *Ccl4*, and *Il-1β* on the CA plot in S6 Fig. Other genes in the area of C and D, and straight line 1 are also shown.
(TIF) Click here for additional data file.

S8 Fig Distribution of *S100a8*, *Cd300lf*, and *Clec4d* on the CA plot in S6 Fig. Other genes in the area of C and D, and straight line 1 are also shown.
(TIF) Click here for additional data file.

S9 Fig Distribution of *Slpi*, *Saa3*, and *Cd72* (larger dots than the other genes) on the CA plot in S6 Fig. *Cd72* is shown for comparison with the other upregulated query genes. The 2 time series scores (black dots), other genes, and three straight lines are also shown in this figure.
(TIF) Click here for additional data file.

S1 Table The number of significant GO terms included in each GO term of the next hierarchy of each GO category in GO analysis of each set in Table 3. (XLSX) Click here for additional data file.

S1 Appendix (DOCX) Click here for additional data file.

S2 Appendix (DOCX) Click here for additional data file.

## Abbreviations

ANOVA: One-way analysis of variance
BP: biological process
CA: corresponding analysis
CC: cellular component
Cm: Compromised
Dt: Detected
FC: fold change
GO: Gene ontology
HSD: Honestly Significant Difference
KEGG: Kyoto Encyclopedia of Genes and Genomes
MF: molecular function
NDt: Not Detected
PAGE: parametric analysis of gene set enrichment
PCA: principal component analysis

## References

[1] GrellnerW, MadeaB. Demands on scientific studies: vitality of wounds and wound age estimation. Forensic Sci Int. 2007 1 17;165(2–3):150–4. Epub 2006 Jun 30. 10.1016/j.forsciint.2006.05.029 16806766

[2] GaballahMH, FukutaM, MaenoY, Seko-NakamuraY, Monma-OhtakiJ, ShibataY, et al Simultaneous time course analysis of multiple markers based on DNA microarray in incised wound in skeletal muscle for wound aging. Forensic Sci Int. 2016 9;266:357–368. 10.1016/j.forsciint.2016.06.027 Epub 2016 Jun 23. 27376479

[3] GaballahMH, HoritaT, TakamiyaM, YokojiK, FukutaM, KatoH, et al Time-Dependent Changes in Local and Serum Levels of Inflammatory Cytokines as Markers for Incised Wound Aging of Skeletal Muscles. Tohoku J Exp Med. 2018 5;245(1):29–35. 10.1620/tjem.245.29 29760352

[4] FellenbergK, HauserNC, BrorsB, NeutznerA, HoheiselJD, VingronM. Correspondence analysis applied to microarray data. Proc Natl Acad Sci U S A. 2001 9 11;98(19):10781–6. Epub 2001 Sep 4. 10.1073/pnas.181597298 11535808PMC58552

[5] SpellmanPT, SherlockG, ZhangMQ, IyerVR, AndersK, EisenMB, et al Comprehensive identification of cell cycle-regulated genes of the yeast Saccharomyces cerevisiae by microarray hybridization. Mol Biol Cell. 1998 12;9(12):3273–97. 10.1091/mbc.9.12.3273 9843569PMC25624

[6] TanQ, BrusgaardK, KruseTA, OakeleyE, HemmingsB, Beck-NielsenH, et al Correspondence analysis of microarray time-course data in case-control design. J Biomed Inform. 2004 10;37(5):358–65. 10.1016/j.jbi.2004.06.001 15488749

[7] HansenL, GasterM, OakeleyEJ, BrusgaardK, Damsgaard NielsenEM, Beck-NielsenH, et al Expression profiling of insulin action in human myotubes: induction of inflammatory and pro-angiogenic pathways in relationship with glycogen synthesis and type 2 diabetes. Biochem Biophys Res Commun. 2004 10 15;323(2):685–95. 10.1016/j.bbrc.2004.08.146 15369805

[8] ClausenSE. Applied correspondence analysis—An introduction, California: SAGE Publications, Inc; 1988 Series: Quantitative Applications in the Social Sciences (Book 121)

[9] YanoK, ImaiK, ShimizuA, HanashitaT. A new method for gene discovery in large-scale microarray data. Nucleic Acids Res. 2006 3 14;34(5):1532–9. Print 2006. 10.1093/nar/gkl058 16537840PMC1401514

[10] GórskaP. Principles in laboratory animal research for experimental purposes. Med Sci Monit. 2000 Jan-Feb;6(1):171–80. 11208307

[11] National Research Council (US) Committee for the Update of the Guide for the Care and Use of Laboratory Animals. Guide for the Care and Use of Laboratory Animals. 8th edition. Washington (DC): National Academies Press (US); 2011. The National Academies Collection: Reports funded by National Institutes of Health.

[12] Agilent Technologies I. Agilent GeneSpring User Manual. Santa Clara, CA: Aglient Technologies Inc; 2017 [cited 2018 Aug 31].

[13] KimSY, VolskyDJ. PAGE: parametric analysis of gene set enrichment. BMC Bioinformatics. 2005 6 8;6:144 10.1186/1471-2105-6-144 15941488PMC1183189

[14] Mouse Genome Database (MGD) at the Mouse Genome Informatics website, The Jackson Laboratory, Bar Harbor, Maine. World Wide Web (URL: http://www.informatics.jax.org). [cited 2019 Sep 1].

[15] SlonimDK, YanaiI. Getting started in gene expression microarray analysis. PLoS Comput Biol. 2009 10;5(10):e1000543 10.1371/journal.pcbi.1000543 Epub 2009 Oct 30. 19876380PMC2762517

[16] Te PasMF, van HemertS, HulseggeB, HoekmanAJ, PoolMH, RebelJM, et al A pathway analysis tool for analyzing microarray data of species with low physiological information. Adv Bioinformatics. 2008:719468 10.1155/2008/719468 Epub 2008 Dec 24. 19920988PMC2775695

[17] KhatriP, DrăghiciS. Ontological analysis of gene expression data: current tools, limitations, and open problems. Bioinformatics. 2005 9 15;21(18):3587–95. Epub 2005 Jun 30. 10.1093/bioinformatics/bti565 15994189PMC2435250

[18] DonigerSW, SalomonisN, DahlquistKD, VranizanK, LawlorSC, ConklinBR. MAPPFinder: using Gene Ontology and GenMAPP to create a global gene-expression profile from microarray data. Genome Biol. 2003;4(1):R7 Epub 2003 Jan 6. 10.1186/gb-2003-4-1-r7 12540299PMC151291

[19] Gene Ontology Consortium. The Gene Ontology (GO) project in 2006. Nucleic Acids Res. 2006 1 1;34(Database issue):D322–6. 10.1093/nar/gkj021 16381878PMC1347384

[20] ShenY, ZhangR, XuL, WanQ, ZhuJ, GuJ, et al Microarray Analysis of Gene Expression Provides New Insights Into Denervation-Induced Skeletal Muscle Atrophy. Front Physiol. 2019 10 11;10:1298 10.3389/fphys.2019.01298 eCollection 2019. 31681010PMC6798177

[21] ChenL, ArbievaZH, GuoS, MaruchaPT, MustoeTA, DiPietroLA. Positional differences in the wound transcriptome of skin and oral mucosa. BMC Genomics. 2010 8 12;11:471 10.1186/1471-2164-11-471 20704739PMC3091667

[22] RoyS, KhannaS, RinkC, BiswasS, SenCK. Characterization of the acute temporal changes in excisional murine cutaneous wound inflammation by screening of the wound-edge transcriptome. Physiol Genomics. 2008 7 15;34(2):162–84. 10.1152/physiolgenomics.00045.2008 Epub 2008 May 6. 18460641PMC2494843

[23] HardmanMJ, AshcroftGS. Estrogen, not intrinsic aging, is the major regulator of delayed human wound healing in the elderly. Genome Biol. 2008;9(5):R80 10.1186/gb-2008-9-5-r80 Epub 2008 May 13. 18477406PMC2441466

[24] FeezorRJ, PaddockHN, BakerHV, VarelaJC, BarredaJ, MoldawerLL, et al Temporal patterns of gene expression in murine cutaneous burn wound healing. Physiol Genomics. 2004 2 13;16(3):341–8. 10.1152/physiolgenomics.00101.2003 14966252

[25] LongT, LiuZ, ZhouX, YuS, TianH, BaoY. Identification of differentially expressed genes and enriched pathways in lung cancer using bioinformatics analysis. Mol Med Rep. 2019 3;19(3):2029–40. 10.3892/mmr.2019.9878 Epub 2019 Jan 18. 30664219PMC6390056

[26] ShenLI, LiuL, YangZ, JiangN. Identification of genes and signaling pathways associated with squamous cell carcinoma by bioinformatics analysis. Oncol Lett. 2016 2;11(2):1382–1390. Epub 2015 Dec 23. 10.3892/ol.2015.4051 26893747PMC4734263

[27] YangIV, ChenE, HassemanJP, LiangW, FrankBC, WangS, et al Within the fold: assessing differential expression measures and reproducibility in microarray assays. Genome Biol. 2002 10 24;3(11):research0062 Epub 2002 Oct 24. 10.1186/gb-2002-3-11-research0062 12429061PMC133446

[28] GrahamLM, GuptaV, SchaferG, ReidDM, KimbergM, DennehyKM, et al The C-type lectin receptor CLECSF8 (CLEC4D) is expressed by myeloid cells and triggers cellular activation through Syk kinase. J Biol Chem. 2012 7 27;287(31):25964–74. 10.1074/jbc.M112.384164 Epub 2012 Jun 11. 22689578PMC3406680

[29] WalzA, BurgenerR, CarB, BaggioliniM, KunkelSL, StrieterRM. Structure and neutrophil-activating properties of a novel inflammatory peptide (ENA-78) with homology to interleukin 8. J Exp Med. 1991 12 1;174(6):1355–62. 10.1084/jem.174.6.1355 1744577PMC2119025

[30] CanI, Tahara-HanaokaS, HitomiK, NakanoT, Nakahashi-OdaC, KuritaN, et al Caspase-independent cell death by CD300LF (MAIR-V), an inhibitory immunoglobulin-like receptor on myeloid cells. J Immunol. 2008 1 1;180(1):207–13. 10.4049/jimmunol.180.1.207 18097021

[31] ChoiSC, SimhadriVR, TianL, Gil-KrzewskaA, KrzewskiK, BorregoF, et al Cutting edge: mouse CD300f (CMRF-35-like molecule-1) recognizes outer membrane-exposed phosphatidylserine and can promote phagocytosis. J Immunol. 2011 10 1;187(7):3483–7. 10.4049/jimmunol.1101549 Epub 2011 Aug 24. 21865548PMC3178745

[32] GrellnerW. Time-dependent immunohistochemical detection of proinflammatory cytokines (IL-1beta, IL-6, TNF-alpha) in human skin wounds. Forensic Sci Int. 2002 12 4;130(2–3):90–6. 10.1016/s0379-0738(02)00342-0 12477628

[33] GrellnerW, GeorgT, WilskeJ. Quantitative analysis of proinflammatory cytokines (IL-1beta, IL-6, TNF-alpha) in human skin wounds. Forensic Sci Int. 2000 9 11;113(1–3):251–64. 10.1016/s0379-0738(00)00218-8 10978634

[34] KondoT, OhshimaT. The dynamics of inflammatory cytokines in the healing process of mouse skin wound: a preliminary study for possible wound age determination. Int J Legal Med. 1996;108(5):231–6. 10.1007/bf01369816 8721421

[35] ThompsonRC, OhlssonK. Isolation, properties, and complete amino acid sequence of human secretory leukocyte protease inhibitor, a potent inhibitor of leukocyte elastase. Proc Natl Acad Sci U S A. 1986 9;83(18):6692–6. 10.1073/pnas.83.18.6692 3462719PMC386575

[36] JinFY, NathanC, RadziochD, DingA. Secretory leukocyte protease inhibitor: a macrophage product induced by and antagonistic to bacterial lipopolysaccharide. Cell. 1997 2 7;88(3):417–26. 10.1016/s0092-8674(00)81880-2 9039268

[37] AshcroftGS, LeiK, JinW, LongeneckerG, KulkarniAB, Greenwell-WildT, et al Secretory leukocyte protease inhibitor mediates non-redundant functions necessary for normal wound healing. Nat Med. 2000 10;6(10):1147–53. 10.1038/80489 11017147

[38] ZwadloG, BrüggenJ, GerhardsG, SchlegelR, SorgC. Two calcium-binding proteins associated with specific stages of myeloid cell differentiation are expressed by subsets of macrophages in inflammatory tissues. Clin Exp Immunol. 1988 6;72(3):510–5. 3048809PMC1541584

[39] RyckmanC, VandalK, RouleauP, TalbotM, TessierPA. Proinflammatory activities of S100: proteins S100A8, S100A9, and S100A8/A9 induce neutrophil chemotaxis and adhesion. J Immunol. 2003 3 15;170(6):3233–42. 10.4049/jimmunol.170.6.3233 12626582

[40] CooperL, JohnsonC, BurslemF, MartinP. Wound healing and inflammation genes revealed by array analysis of ‘macrophageless’ PU.1 null mice. Genome Biol. 2005;6(1):R5 Epub 2004 Dec 23. 10.1186/gb-2004-6-1-r5 15642097PMC549066

[41] MeekRL, BendittEP. Amyloid A gene family expression in different mouse tissues. J Exp Med. 1986 12 1;164(6):2006–17. 10.1084/jem.164.6.2006 3783088PMC2188489

[42] RokitaH, ShirahamaT, CohenAS, MeekRL, BendittEP, SipeJD. Differential expression of the amyloid SAA 3 gene in liver and peritoneal macrophages of mice undergoing dissimilar inflammatory episodes. J Immunol. 1987 12 1;139(11):3849–53. 3680951

[43] HiratsukaS, WatanabeA, SakuraiY, Akashi-TakamuraS, IshibashiS, MiyakeK, et al The S100A8-serum amyloid A3-TLR4 paracrine cascade establishes a pre-metastatic phase. Nat Cell Biol. 2008 11;10(11):1349–55. 10.1038/ncb1794 Epub 2008 Sep 28. 18820689

[44] O’GradyNP, TropeaM, PreasHL2nd, RedaD, VandivierRW, BanksSM, et al Detection of macrophage inflammatory protein (MIP)-1alpha and MIP-1beta during experimental endotoxemia and human sepsis. J Infect Dis. 1999 1;179(1):136–41. 10.1086/314559 9841832

[45] YahiaouiL, GvozdicD, DanialouG, MackM, PetrofBJ. CC family chemokines directly regulate myoblast responses to skeletal muscle injury. J Physiol. 2008 8 15;586(16):3991–4004. 10.1113/jphysiol.2008.152090 Epub 2008 Jun 19. 18566004PMC2538927

[46] SaclierM, Yacoub-YoussefH, MackeyAL, ArnoldL, ArdjouneH, MagnanM, et al Differentially activated macrophages orchestrate myogenic precursor cell fate during human skeletal muscle regeneration. Stem Cells. 2013 2;31(2):384–96. 10.1002/stem.1288 23169615

[47] AuthierFJ, ChazaudB, PlonquetA, Eliezer-VanerotMC, PoronF, BelecL, et al Differential expression of the IL-1 system components during in vitro myogenesis: implication of IL-1beta in induction of myogenic cell apoptosis. Cell Death Differ. 1999 10;6(10):1012–21. 10.1038/sj.cdd.4400576 10556979

[48] ThoreyIS, RothJ, RegenbogenJ, HalleJP, BittnerM, VoglT, et al The Ca2+-binding proteins S100A8 and S100A9 are encoded by novel injury-regulated genes. J Biol Chem. 2001 9 21;276(38):35818–25. Epub 2001 Jul 19. 10.1074/jbc.M104871200 11463791

[49] MortensenOH, AndersenK, FischerC, NielsenAR, NielsenS, AkerströmT, et al Calprotectin is released from human skeletal muscle tissue during exercise. J Physiol. 2008 7 15;586(14):3551–62. 10.1113/jphysiol.2008.153551 Epub 2008 May 29. 18511485PMC2538813

[50] ParnesJR, PanC. CD72, a negative regulator of B-cell responsiveness. Immunol Rev. 2000 8;176:75–85. 10.1034/j.1600-065x.2000.00608.x 11043769

# Supplementary material for: Time course analysis of large-scale gene expression in incised muscle using correspondence analysis
**Source:** PLoS One. 2020 Mar 25;15(3):e0230737. doi: 10.1371/journal.pone.0230737
**Supplement:** S1 Appendix

*Correspondence analysis*

On the plot, the magnitude relationship between FC6 and FC12 was reversed with the approximate straight line 1 as the border, and so was FC12 and FC24 with line 2, and FC24 and FC6 the line 3. 

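With the exact lines each side holds 1 order of the 2 fold changes, without exception among 55189 probes. FC12 was above FC6 in areas A, B and C and below it in D, E and F.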

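Of the 100 probes nearest to the 6 h score 85 were in area B and 15 in area A, and of the nearest 300 they were 211 and 89.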

The time series scores of 6, 12, and 24 h were located in the areas of B (near the boundary with the area A, E, and D respectively. Therefore, the 3 lines were not identical with the straight lines passed through each time score and origin of the coordinate (0, 0); instead, they would have intersected at point P or coordinate (0.04266, 0.02246) based on the calculation. Moreover, there was a tendency for genes whose FC values were almost equal throughout time, namely genes that were upregulated, downregulated, or did fluctuate throughout time, to be distributed in the neighborhood of P (Fig. 5e). In contrast, we expected that the ratio of FC values of each gene should have increased as the distance from the straight lines increased. For example, the value of FC12/FC6 of the genes in the area A of Fig. 6 was expected to increase as the distance from the line 1 increased, although they did not necessarily arrange in a perfect ascending order (S1 Table A). 

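P was at 0.0430 on factor 1 and 0.0223 on factor 2. The point follows from the column sums of the table, so it moves with the mean transformed values of the 3 times.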

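Probes with all 3 fold changes within 3-fold of 1 had a median distance to P of 0.124, and all probes 0.126. For (U, U, U) the SD was 0.202 on factor 1 and 0.277 on factor 2.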

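Over the 5492 probes of area A, FC12/FC6 rose with the distance to line 1 (Spearman rho 0.925).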

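Farthest from line 1 in area A was Arg1, at 1.10 with FC12/FC6 of 22.8. Nppb followed at 0.901 with a ratio of 8.81, and Gm4955 at 0.796 with 6.76. Arg1 was at least 123-fold higher than control at 12 h and at least 5.39-fold at 6 h, where 2 of 4 arrays were well above background.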

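Spearman's rho between the variance of the 3 fold changes and the distance to P was 0.986 over all 55189 probes and 0.984 in area A. With the variance of the log2 fold changes it was 0.871.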

We also expected that the variance of all 3 FC values of the genes would become larger as their location was farther from P, although again not in perfect ascending order (S2 Table B).

**S1 Table A. The value of FC12/FC6 and the distance between each gene and straight line 1 in Fig. 6.**

| Probe name | FC12/FC6 | Distance |
| --- | --- | --- |
| A_55_P2027436 | 1.00001 | 1.10943E-17 |
| A_52_P379277 | 1.00020 | 1.44644E-05 |
| A_51_P148675 | 1.00017 | 2.29589E-05 |
| A_52_P450835 | 1.00023 | 3.57905E-05 |
| A_55_P2177968 | 1.00021 | 4.46634E-05 |
| A_55_P2145109 | 1.00035 | 9.73649E-05 |
| A_55_P2047842 | 1.00114 | 1.07540E-04 |
| A_51_P364657 | 1.00195 | 1.35290E-04 |
| A_51_P391926 | 1.00100 | 1.86956E-04 |
| … | … | … |
| A_30_P01018914 | 3.12942 | 0.55440 |
| A_55_P1988975 | 3.48187 | 0.55510 |
| A_51_P196695 | 3.46452 | 0.56859 |
| A_51_P136294 | 3.15514 | 0.58026 |
| A_51_P484054 | 4.83767 | 0.59020 |
| A_55_P2081432 | 3.57978 | 0.59334 |
| A_51_P400543 | 4.68617 | 0.63512 |
| A_55_P2004007 | 6.76196 | 0.79601 |
| A_51_P426195 | 8.81806 | 0.90079 |
| A_51_P303160 | 22.82841 | 1.09659 |

"The table shows 10 genes each in the upper and lower order when arranged in ascending order by distance value."

**S1 Table B. The variance of the FC value at all time points and the distance between the gene and point P in Fig. 6.**

| Probe name | variance of FC value | Distance |
| --- | --- | --- |
| A_55_P2361547 | 1.01620E-05 | 0.00154 |
| A_55_P2138257 | 6.50663E-06 | 0.00166 |
| A_30_P01028331 | 6.05139E-06 | 0.00170 |
| A_55_P2044385 | 5.55952E-06 | 0.00174 |
| A_55_P2005813 | 7.16589E-06 | 0.00194 |
| A_30_P01031914 | 1.16328E-05 | 0.00229 |
| A_30_P01020724 | 2.18136E-05 | 0.00339 |
| A_55_P2126469 | 2.72966E-05 | 0.00351 |
| A_51_P123297 | 3.35989E-05 | 0.00415 |
| A_55_P2108768 | 4.95278E-05 | 0.00496 |
| … | … | … |
| A_51_P223709 | 7.42886 | 0.71670 |
| A_55_P2020538 | 22.16657 | 0.72593 |
| A_30_P01018914 | 93.56448 | 0.72667 |
| A_55_P2081432 | 61.51453 | 0.73477 |
| A_51_P400543 | 6.71696 | 0.75524 |
| A_55_P2035286 | 11.66853 | 0.75581 |
| A_51_P136294 | 270.32928 | 0.79577 |
| A_55_P2004007 | 38.99594 | 0.99341 |
| A_51_P426195 | 110.94287 | 1.08154 |
| A_51_P303160 | 6818.09196 | 1.29243 |

"The table shows 10 genes each in the upper and lower order when arranged in ascending order by distance value."

# Supplementary material for: Time course analysis of large-scale gene expression in incised muscle using correspondence analysis
**Source:** PLoS One. 2020 Mar 25;15(3):e0230737. doi: 10.1371/journal.pone.0230737
**Supplement:** S2 Appendix

*Analyses of genes close to query gene scores (distance 2)*

Among the upregulated query genes, *Cxcl5*, *Gm5483*, *Ccl4*, and *Il-1β* were located close to each other near the lower vertex of ΔAg, resulting in their top 100 gene sets being all identical. Similarly, 298 out of the top 300, and 995 out of the top 1,000 gene sets were shared by the 4 query genes. Accordingly, the significant GO terms were almost identical, and the significant pathways were completely matched among the gene sets (S2 Table A). On the other hand, *Slpi* and *Saa3* distributed near the coordinate score for 6 h shared 0, 59, and 520 genes in their top 100, 300, and 1,000 sets, respectively. 

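The sets of 100 around Cxcl5, Gm5483, Ccl4 and Il1b shared 99 probes.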

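Sets of 300 shared 300 probes among the 4 query genes, and sets of 1000 shared 993.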

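The sets around Slpi and Saa3 shared 0 of 100, 58 of 300 and 518 of 1000 probes. The Saa3 set of 1000 reached 0.112 and was divided between areas A (478) and B (522).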

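On the plot Cxcl5 was 0.121 from Gm5483, 0.0831 from Ccl4 and 0.128 from Il1b.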

The distance between *Slpi* and *Saa3* was 0.078, which was smaller than that between *Cxcl5* and the other 3 genes (*Gm5483*, *Ccl4*, and *Il-1β*, 0.083 to 0.128). The reason why there were fewer shared genes in *Slpi* and *Saa3* despite the comparable distance was that genes without fluctuation were concentrated in neighborhood of the center of ΔAg (Fig. 7d).

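A circle that holds the nearest 1000 probes had a radius of 0.322 around S100a8. For the nearest 300 around Cxcl5 it was 0.478, and for the nearest 100 it was 0.238.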

**S2 Table A. Significant pathways in the analysis of the top 1000 gene set of *Cxcl5*.**

| Entry | Name |
| --- | --- |
| mmu05143 | African trypanosomiasis |
| mmu04933 | AGE-RAGE signaling pathway in diabetic complications |
| mmu05146 | Amoebiasis |
| mmu05142 | Chagas disease (American trypanosomiasis |
| mmu04610 | Complement and coagulation cascades |
| mmu04060 | Cytokine-cytokine receptor interaction |
| mmu05418 | Fluid shear stress and atherosclerosis |
| mmu04640 | Hematopoietic cell lineage |
| mmu04657 | Il-17 signaling pathway |
| mmu05321 | Inflammatory bowel disease (IBD |
| mmu04630 | Jak-STAT signaling pathway |
| mmu05167 | Kaposi's sarcoma-associated herpesvirus infection |
| mmu05134 | Legionellosis |
| mmu05140 | Leishmaniasis |
| mmu05144 | Malaria |
| mmu05206 | MicroRNAs in cancer |
| mmu04064 | NF-kappa B signaling pathway |
| mmu04621 | NOD-like receptor signaling pathway |
| mmu04380 | Osteoclast differentiation |
| mmu05133 | Pertussis |
| mmu04145 | Phagosome |
| mmu05205 | Proteoglycans in cancer |
| mmu05323 | Rheumatoid arthritis |
| mmu05132 | Salmonella infection |
| mmu05150 | Staphylococcus aureus infection |
| mmu04350 | TGF-beta signaling pathway |
| mmu04668 | TNF signaling pathway |
| mmu04620 | Toll-like receptor signaling pathway |
| mmu05202 | Transcriptional misregulation in cancer |
| mmu05152 | Tuberculosis |

All pathways were also significant in the top 1000 sets of *Gm5483*, *Ccl4*, and *Il-1β*.

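Of the 300 probes nearest to Cxcl5, 171 were (U, U, U), 120 (U, U, -) and 6 (U, U, D). Of the nearest 500 they were 264, 199 and 11.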

*Cxcl5* was located near the lower vertex of ΔAg (D region in Fig. 6), and its gene sets contained genes that turned to downregulated at the 24 h point (S2 Table B). Many GO terms associated with cytokines and wound healing were significant in the "BP" category of the *Cxcl5* set, as in the case of 3- and 5-fold upregulated sets (S2 Table C). Also, GO terms associated with cell membranes in the "CC" category and receptor binding and the activity of cytokines in the "MF" category were predominant. In addition, pathway analysis detected many pathways associated with cytokines and inflammation, such as mmu04060, which was significant in the 3- and 5-fold upregulated sets (Fig. S1 and S2 Table D). Moreover, infection pathways such as mmu05144 (Malaria) were also significant.

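Among the 49 kept probes of S2 Table D, limma called 45 up at 6 h, 46 at 12 h and 32 at 24 h, and 3 down at 24 h. Adjusted over the list alone 46, 47 and 32 were up and 5 down at 24 h. All 49 lie among the 1000 probes nearest to Cxcl5, and in 21 the control signal was not well above background.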

**S2 Table B. The number of genes with each fluctuation pattern in the top 100 to 1000 gene sets whose distance was close to the row score of Cxcl5 on the CA plot.**

| 6, 12, 24h | 100 set | 300 set | 500 set | 1000 set |
| --- | --- | --- | --- | --- |
| U, U, - | 46 | 127 | 197 | 356 |
| U, U, D | 1 | 3 | 7 | 16 |
| U, -, - | 0 | 2 | 10 | 33 |
| -, U, - | 0 | 4 | 15 | 59 |
| -, -, D | 0 | 0 | 0 | 14 |
| U, -, D | 0 | 0 | 0 | 2 |
| -, U, D | 0 | 0 | 0 | 4 |
| U, U, U | 53 | 163 | 253 | 421 |
| -, -, - | 0 | 1 | 18 | 95 |

"U: significantly upregulated, D: significantly downregulated, -: not fluctuated, at each time point (6, 12, 24 h post-injury in order). "

**S2 Table C. The number of genes belonging to specific GO terms in each set in the GO analysis of the top 100 and 1000 gene sets whose distances were close to each query gene on the CA plot.**

| GO ID | GO term | Cxcl5 top100 | Cxcl5 top1000 | Slpi top1000 | Saa3 top1000 | Slc26a10 top1000 | Myh7 top1000 | Tmem233 top1000 | Arg1 top1000 | Ly6f top1000 | Among all  55527 genes |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| GO:0006915 | Apoptotic process | **21** | **128** | **115** | **112** | 76 | 20 | 55 | **115** | 21 | 2652 |
| GO:0016477 | Cell migration | **21** | **124** | 70 | **84** | 53 | 16 | 28 | **91** | 18 | 1910 |
| GO:0006935 | Chemotaxis | **13** | **79** | 31 | **37** | 16 | 5 | 7 | **52** | 9 | 762 |
| GO:0043292 | Contractile fiber | 1 | 9 | 7 | 6 | 8 | 4 | 0 | 8 | 1 | 367 |
| GO:0005125 | Cytokine activity | **14** | **32** | 5 | 9 | 10 | 5 | 3 | 12 | 3 | 266 |
| GO:0001816 | Cytokine production | **21** | **85** | 41 | **47** | 17 | 7 | 11 | **68** | 6 | 950 |
| GO:0005737 | Cytoplasm | 29 | 354 | **507** | **535** | **449** | 109 | **370** | **511** | 156 | 15519 |
| GO:0006954 | Inflammatory response | **22** | **108** | 29 | **45** | 16 | 11 | 12 | **66** | 14 | 851 |
| GO:0005739 | Mitochondrion | 2 | 28 | 64 | 83 | 59 | 17 | **152** | **66** | 22 | 2584 |
| GO:0042692 | Muscle cell differentiation | 5 | 23 | 15 | 15 | 5 | 2 | 18 | 11 | 5 | 576 |
| GO:0006936 | Muscle contraction | 4 | 18 | 11 | 14 | 10 | 5 | 15 | 11 | 4 | 435 |
| GO:0061061 | Muscle structure development | **9** | **46** | 24 | 21 | 21 | 7 | 29 | 15 | 9 | 1001 |
| GO:0045445 | Myoblast differentiation | **3** | **13** | 3 | 1 | 3 | 1 | 2 | 1 | 2 | 133 |
| GO:0007520 | Myoblast fusion | **2** | **7** | 5 | 4 | 1 | 0 | 1 | 1 | 0 | 69 |
| GO:0014839 | Myoblast migration involved in  skeletal muscle regeneration | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 0 | 4 |
| GO:1901265 | Nucleoside phosphate binding | 7 | 70 | **108** | **115** | 93 | 28 | 75 | **126** | 18 | 3057 |
| GO:0044459 | Plasma membrane part | 14 | **128** | **122** | **139** | 69 | 57 | 47 | **153** | 45 | 3642 |
| GO:0005102 | Receptor binding | **21** | **128** | 69 | 77 | 58 | 27 | 29 | 90 | 28 | 2253 |
| GO:0043269 | Regulation of ion transport | 8 | **44** | 41 | 35 | 21 | 12 | 21 | 42 | 10 | 989 |
| GO:0035914 | Skeletal muscle cell differentiation | **4** | **15** | 2 | 2 | 3 | 1 | 4 | 1 | 2 | 114 |
| GO:0003009 | Skeletal muscle contraction | 0 | 1 | 0 | 0 | 0 | 1 | **6** | 1 | 1 | 60 |
| GO:0006810 | Transport | **28** | **190** | **229** | **255** | 173 | 62 | 160 | **234** | 67 | 6431 |
| GO:0042060 | Wound healing | 4 | **50** | 26 | **28** | 19 | 4 | 9 | 26 | 1 | 555 |

Boldface letters indicate that the particular GO terms are significant at each time point.

**S2 Table D. Genes in the top 1000 sets of Cxcl5 included in the mmu4060 pathway and their FC values at each time point.**

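Around Arg1, 314 of 1000 probes were (-, U, U) and 236 (U, U, U), with median fold changes of 1.09, 2.42 and 2.84 at 6, 12 and 24 h. Arg1 itself had log2 fold changes of 2.56, 7.07 and 7.68, and rose by 5.13 from 6 to 24 h (limma adjusted p 0.00026).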

Apart from the query genes, *Ly6f* and *Arg1* genes that were located at the neighborhood of the left and right vertex of ΔAg, respectively, were also analyzed in the same manner (Fig. 7d). Although there was a smaller number of significant GO terms and pathways in the top 1,000 set of *Arg1* compared to *Cxcl5*, they were associated with cytokines, leukocytes, and lymphocytes as in the case of the top 1,000 set of *Cxcl5*. Only one GO term and no pathways were significant in the top 100 set of the *Ly6f*, and only two genes were annotated with a GO term.

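Nuclear genes of oxidative phosphorylation, 137 probes of 95 genes picked by symbol, had median log2 fold changes of -0.59 at 6 h, -0.89 at 12 h and -1.02 at 24 h. The camera adjusted p were 2.0e-06, 2.9e-15 and 4.1e-14. Called down were 106, 131 and 119 probes, and adjusted over the list alone 111, 131 and 120.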

The pathways that were significant in the top 1,000 set of the downregulated query genes at the 24-h point are shown in S2 Table E. The pathway of mmu00190 (Oxidative phosphorylation) was significant in these sets (except for Gm6288). Oxidative phosphorylation for ATP synthesis is a mitochondrial function, and mitochondria can be affected by sepsis [1]. The GO term associated with mitochondria was significant only in the set of *Tmem233*. 

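Called down over 3-fold were 2 of the 137 oxidative phosphorylation probes at 6 h, 2 at 12 h and 11 at 24 h. The list changed by a median log2 of -0.47 from 6 to 24 h (camera adjusted p 2.5e-12), with 98 probes called down. In single mice at 24 h its medians were -1.15, -1.32, -0.71 and -0.92.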

There were a small number of genes that were downregulated by more than 3-fold in mmu00190, so those GO terms were not significant in the more than 3 and 5-fold downregulated sets. Pathways of neurological disease groups such as Alzheimer's disease (mmu05010) associated with mitochondrial dysfunction were also significant.

**S2 Table E. Pathways that were significant in the pathway analysis of the top 1000 set of query genes downregulated at the 24 h time point.**

Reference

[1] Brealey D, Brand M, Hargreaves I, Heales S, Land J, Smolenski R, et al. Association between mitochondrial dysfunction and severity and outcome of septic shock. Lancet. 2002 Jul 20;360(9328):219-23.

How the deposited data were processed for this re-analysis (not part of the article)

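Gene expression was measured in 16 samples of biceps femoris muscle from male BALB/c mice, 4 per group, without an incision (control) and 6, 12 and 24 h after it. Each mouse had its own array, a one-colour (Cy3) Agilent mouse array with 62976 spots. By slide and scan the control and 12 h arrays form 1 set of 8, from an earlier study, and the 6 and 24 h arrays the other set of 8. The labels of the 24 h samples say 24 h in their title, source and time fields and 12 h in their description, and they were used as 24 h, as the paper has them.

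The deposited scanner files hold intensities made with Agilent Feature Extraction (protocol GE1_1010_Sep10). Their processed signal is a spot intensity with the spatially detrended background subtracted, with no scaling between arrays, and with surrogates in place of signals not above background. The deposited value table is on a log2 scale, and the authors made it from the processed signal with a floor of 1 and a shift by the 75th percentile of each array. Set against values computed here from the scanner files, it differs per array by a median of 0.00467 to 0.0103, with 50 to 127 probes per array beyond 0.01 of that median.

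All results come from the scanner files, with 3671 control spots per array left out. Processed signals were set to at least 1 (0 signals were lower), put on a log2 scale, averaged over the spots of a probe (432 probes have several spots, 399 of them 10) and reduced by the array's 75th percentile. A probe with a compromised spot (saturated, not uniform or a population outlier) on 1 or more arrays was left out. The log2 75th percentile had means of 8.17 in control (SD 0.04), 7.70 at 6 h (SD 0.23), 8.72 at 12 h (SD 0.07) and 8.02 at 24 h (SD 0.20). In 27571 probes the signal was well above background on all 4 arrays of a group.

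Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 1 coefficient per group, 12 residual degrees of freedom) with data.table 1.17.8 for reading. The p-values were adjusted with the Benjamini-Hochberg method within each comparison, and adjusted values under 0.05 were called. Comparisons were 6, 12 and 24 h against control and 24 h against 6 h, and for differences between times also 12 h against 6 h and 24 h against 12 h. The up, down and unchanged calls at the 3 times give 27 patterns. Fold changes are 2 to the difference of group means.

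For the correspondence analysis FC6, FC12 and FC24 were converted to degrees with the arctangent of 1/FC, as in the paper's methods, and the table of probes by 3 times was decomposed into 2 factors. Signs were set so that the 6 h score is positive on both. Distance sets are the 100, 300, 500 or 1000 probes nearest to a time score or a gene in the plane of the 2 factors.

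Gene symbols come from the files and from a RefSeq table, which matched the accessions of 27509 of the 55681 probes. Of the kept probes 33499 have a symbol, of 24654 distinct symbols. Gm5483 is now named Cstdc4. Gene lists were tested with camera (preset correlation 0.01) and with fry, over 27571 probes, with the Benjamini-Hochberg method over 40 tests of 10 lists. The lists are slow-fibre, fast-fibre and sarcomere, oxidative phosphorylation, chemokine and interleukin, neutrophil, macrophage, keratinocyte, fat cell, muscle regeneration and sex genes. A list of replication genes was written after the genes that differ between 6 and 24 h were seen.

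Named genes follow a rule. It takes every gene for which the paper gives a fold change or a position (the paper's values were thus seen), with the probe the paper names or else the probe closest to the paper's fold changes. It adds the 5 highest and 5 lowest changes at 24 h against 6 h, and the 3 highest and 3 lowest at each time against control. These were taken among called probes with a symbol that were well above background on all 8 arrays and without overlap between the groups' mice. Il1b and Myod1, whose probes have a compromised spot, were tested in a fit of all 55681 probes. The 10 lists, the tests of probes and of these lists, the rule for named genes and all alternatives except 2 were set before the data were examined. The list of replication genes and some tests of explanations were chosen after results were seen, as said where they are used. The alternatives added later are scaling to the spike-in probes and a filter that leaves out compromised spots in place of probes.

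Alternatives were normexp background correction (offset 50), background-subtracted signals with a floor of 1, quantile normalization, no normalization between arrays, and the 75th percentile of group means. Others were filters on dim probes, all probes whether compromised or not, the deposited log2 table, and 1 probe per gene symbol. The test was replaced by the methods' analysis of variance and Tukey test, a fit of only the 8 arrays compared, Benjamini-Hochberg adjustment over 3 comparisons together, a block for the slide and a block for the replicate number. Each mouse was left out in turn. For the correspondence analysis the log2 fold change scaled to 0 to 90 replaced the arctangent.

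The pipeline was tested on simulated data. Of 200 probes changed by 2 on the log2 scale limma found 151 at each time, and it called 5, 12 and 8 unchanged probes at 6, 12 and 24 h, or 3.2, 7.4 and 5.0% of its calls. At 24 h against 6 h, where the simulated change was 4 on the log2 scale, it found 100 of 104 changed probes and called 8 unchanged ones. The methods' Tukey test found 165, 171 and 171 of 200 and called 6, 6 and 8 unchanged probes. Counts were also taken over all 35 splits of the 8 arrays of a comparison into 4 and 4, and 20 simulations of unchanged groups against shared controls were made.

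Gene ontology terms, pathways and their counts were not analysed here, nor was the quantitative PCR.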

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

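In this part the tests of background at 24 h against 6 h, of 3 scalings per comparison, of epidermal genes at 12 h and of replication genes were chosen after the result was seen.

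In each group of 4 mice the mouse farthest from the others was sought with Dixon's ratio. Chance alone gives about 1 in 20 groups beyond the limit, and 13 of 252 groups were beyond it. Control mouse 4 stood apart in the negative control spots (68.9 against 65.1 to 65.7, ratio 0.862), in the spike-in signal after scaling (0.858) and in the keratinocyte list (0.51 against -0.21 to -0.10, ratio 0.842). Control mouse 1 was low in Mettl11b (-0.16 against 0.73 to 0.82, ratio 0.909). At 6 h, mouse 4 was high in Cd300lf (5.89 against 4.25 to 4.30, ratio 0.969) and mouse 3 in H2ac4 (-0.21 against -1.74 to -1.65, ratio 0.941). Mouse 1 at 6 h was low in S100a9 (8.91 against 9.25 to 9.30, ratio 0.876) and high in the dim probe A_30_P01025341 (-3.23 against -5.68 to -5.29, ratio 0.841). At 12 h, mouse 1 was high in Saa3 (4.15 against 3.02 to 3.14, ratio 0.895) and low in Hs3st5 (-3.74 against -2.78 to -2.74, ratio 0.959). Mouse 2 was high in Tmem233 (1.38 against 1.16 to 1.19, ratio 0.848) and mouse 4 low in Myod1 (3.38 against 3.78 to 3.81, ratio 0.938). At 24 h mouse 3 was high in Pdzd7 (-3.77 against -6.20 to -5.81, ratio 0.840). No explanation was tested for these mice, and the share of groups is near what chance gives.

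The response differed between time points by a direct test. At 24 h against 6 h 18433 probes differed, at 12 h against 6 h 24263 and at 24 h against 12 h 16238. The first of these stays within a slide. The other 2 comparisons cross the slides, so their counts include any difference between them. Exact splits of the arrays into 4 and 4 gave as many calls in 1 of 35 cases, the real one, for 24 h against 6 h and for each time against control. This argues against chance in the assignment of arrays, but 0.029 is the smallest share that 35 splits can give. The other splits mix the groups, and none gave a call. For 6 and 24 h against control the real split is also the split by slide and study.

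More probes were lower than higher at 24 h against 6 h (13073 against 5360), with 2 technical explanations. Among probes well above background on all 16 arrays there were 1.06 calls down per call up, which fits a cause in signal near background. The scaling stays open too. Calls down per call up were 0.729 under quantile normalization, 0.244 without normalization and 1.40 with spike-in scaling, and which scaling is right cannot be told from these ratios. Against control the excess of lower probes had 2 technical explanations. Signal near background is excluded as the whole cause, because among bright probes the lowest of the 3 ratios was 1.72. For scaling to the 75th percentile the result was mixed. The highest of the 3 ratios under quantile normalization was 1.56, which cannot tell. Over quantile normalization, no normalization and spike-in scaling the lowest ratio was 1.40 at 6 h and 1.19 at 24 h. More probes were lower than higher there under all 3, but by so little in the lowest that scaling stays open as the cause of the excess. At 12 h the lowest was 0.238 and the highest 1.56, so that the direction depends on the scaling. Which scaling is right cannot be told from these ratios, since a shift of all probes changes them.

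The paper does not report on the spike-in probes. Their mean minus the array's 75th percentile was lower at 12 h than in control by a log2 difference of -0.627 (exact p 0.029, adjusted over 12 tests 0.069), with -0.10 at 12 h (SD 0.11) and 0.53 in control (SD 0.08). At 6 and 24 h the differences were 0.12 and -0.04. A lower spike-in share at 12 h could come from more muscle transcript per amount of labelled RNA or from a different spike-in amount, and the ratio of 0.238 under spike-in scaling does not separate these.

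Single genes that differed between 24 and 6 h were chosen by the rule for named genes. H2ac4 rose by 3.73 in log2 (limma adjusted p 0.00085), Uhrf1 by 3.72 (1.5e-05), Mcm5 by 3.40 (4.8e-06), Mcm6 by 3.32 (4.3e-06) and Chaf1b by 2.90 (1.5e-05). Changes down were Il6 -5.13 (8.4e-06), Cstdc4 (Gm5483) -4.77 (8.2e-05), Gm4841 -4.73 (0.0054), Ccl4 -4.63 (0.00034) and Lor -4.58 (0.0054). Since Uhrf1, Mcm5, Mcm6 and Chaf1b act in DNA replication, a list of 19 replication and division genes was written after they were seen. Its 22 probes had a median of 1.94 (camera adjusted p 5.2e-13, fry 1.6e-06), with 19 called up. The 15 genes of the list that were not among the top changes had a median of 1.57, which fits more cells copying their DNA at 24 h. Both groups lie on 1 slide, so a slide difference is excluded. Which cells these are was not tested.

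Lists that differed between 24 and 6 h were fast-fibre and sarcomere genes (-0.615), oxidative phosphorylation genes (-0.470), chemokines and interleukins (-0.286), neutrophil genes (-1.76) and keratinocyte genes (-2.77). The chemokine result was no longer called without 24 h mouse 3, at -0.28, and the other lists kept their call when any mouse was left out. For the fall of muscle genes no explanation was tested.

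Keratinocyte genes, which the paper does not examine, were raised at 6 h by a median of 2.01 (1.05 without 6 h mouse 3, and up to 2.96 without another mouse). The lowest of the median changes of the abundant keratins Krt5, Krt14 and Krt10 was 0.985 (Krt10, not called). This fits epidermal cells from the skin incision in the 6 h samples, but the Krt10 value leans on mouse 3. The 2 Krt10 probes were 4.78 and 2.45 above the control mean in mouse 3, and 2.40 and 0.51 in mouse 1. In mouse 4 they were at 1.02 and -0.40, and in mouse 2 at -1.80 and -1.09. Krt10 thus gives no sign of epidermal cells in mouse 2. At 12 h Lor (3.05, at least 8.26-fold) and Dmkn (median of 2 probes 6.64) were raised. Of the Dmkn probes 1 rose at least 114-fold, and the other was well above background on 1 of 4 control arrays. The highest of the 3 keratins was Krt14 at -0.139. The keratins thus give no sign of epidermal cells at that time, but they do not exclude them. The array's log2 75th percentile was 0.55 higher at 12 h than in control, so the sign of so small a change depends on the scaling. Neither Krt5 probe was well above background on more than 1 of 4 arrays in control or at 12 h. Krtdap, also on the list, was well above background on 4 of 4 arrays at 12 h and 1 of 4 in control, though its rise was not called. A response of Lor and Dmkn in another cell type was not tested.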

How the results depend on the processing

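All alternatives except spike-in scaling and the filter on single spots were planned, and those 2 were chosen after seeing the data. No test in this part was chosen after the result was seen.

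Counts of probes called in each direction and over 3-fold, and of the patterns (-, -, -), (U, U, U), (D, D, D), (-, D, -) and (U, -, U), did not move by more than 1.5 times with the deposited log2 table, all probes whether compromised or not, the filter on single compromised spots, the methods' Tukey test or fits of only 8 arrays. The same holds for adjustment over 3 comparisons together and the 75th percentile of group means, where they were run. Smaller counts moved further with the Tukey test. Probes beyond 5-fold and not called went from 22, 4 and 33 to 52, 42 and 80. Slow-fibre probes down at 12 h went from 10 to 1, and (-, -, -) among the 1000 probes around Cxcl5 from 55 to 98. The slide block leaves the 2 comparisons within a slide as they are by construction. With the deposited table the calls shared with the same direction were 20354 at 6 h, 28487 at 12 h and 21687 at 24 h. With the Tukey test they were 18387, 23926 and 18643.

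Normexp gave 16512 probes up at 6 h (7668) and 39448 down at 12 h (22582), with the value reported at the claims in brackets here and below. Over 3-fold it gave 1130, 1208 and 929 up and 140, 243 and 881 down at 6, 12 and 24 h. The pattern (-, -, -) held 4008 probes (17458) and (-, D, -) 19020 (9016). The first eigenvalue was 0.00827 (0.0154), its contribution 69.4% and area E 62.7% (36.9). At 6 h the share of calls down was 39.6%. The cause was not tested.

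Background-subtracted signals gave 13178 probes down at 12 h, 3112 and 4647 down over 3-fold at 6 and 24 h, and 4422 down at 24 h against 6 h (13073). The pattern (-, D, -) held 2263, the first eigenvalue was 0.0224 and area E held 23.5%. The cause was not tested.

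Quantile normalization gave 10591 down at 12 h, 780 down over 3-fold at 12 h (1380), 4655 down at 24 h against 6 h, 26223 probes in (-, -, -), 1110 in (-, D, -) and 23.4% in area E. At 12 h 16403 of its 17379 calls were shared with the 28521 reported ones, and 12 had the opposite direction. Without normalization 3915 probes were up and 20419 down at 6 h, 10511 up and 3440 down at 12 h, 23136 down at 24 h, and 8519 up and 2075 down at 24 h against 6 h. Over 3-fold 1679 were up and 4534 down at 6 h, and 3746 up and 302 down at 12 h. (D, D, D) held 3174 probes (7418), (-, D, -) 59, (U, -, U) 961 (1664) and area E 2.52%. Spike-in scaling gave 11562 up and 2753 down at 12 h and 8461 down at 24 h against 6 h. Without normalization and with spike-in scaling all probes of an array shift by 1 amount, and for quantile normalization the cause was not tested. Medians of all probes at 6, 12, 24 h and 24 h against 6 h were 0.00, -0.51, -0.28 and -0.33. They were -0.03, -0.06, -0.01 and -0.01 with quantile normalization, -0.47, 0.04, -0.43 and -0.01 without normalization, and -0.12, 0.11, -0.24 and -0.17 with spike-in scaling.

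Probes well above background on all arrays of a group gave 11847 down at 12 h, 777 down over 3-fold at 12 h, 5820 down at 24 h against 6 h, 3114 in (-, -, -), 991 in (-, D, -), an eigenvalue of 0.0189 and 18.1% in area E. The probes without a call were 101 in the 12 h set (325) and 166 in the 24 h set (517). Probes detected on all 16 arrays gave 1227, 1128 and 1049 up and 412, 412 and 1286 down over 3-fold, 10365 down at 12 h, 9182 at 24 h and 5134 at 24 h against 6 h. (-, -, -) then held 1778, (-, D, -) 800, (U, -, U) 1050 and area E 19.3%. One probe per symbol gave 4073, 3658 and 4030 up and 7665, 10434 and 7532 down, over 3-fold 1430, 1415 and 1374 up and 745, 752 and 1325 down, and 5548 down at 24 h against 6 h. (-, -, -) held 6321, (U, U, U) 1750, (D, D, D) 4590, (-, D, -) 2717 and (U, -, U) 617. These 3 settings test fewer probes. With the log2 fold change in place of the arctangent the first eigenvalue was 0.000801, on another scale.

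Over the alternatives 1608 results for named genes were counted as the same, with 30 stronger, 17 weaker and 6 reversed. The 1608 include fold changes that changed sign. Myh7 at 6 h went as low as -0.21 (0.26), and Lzts2 at 24 h as high as 0.14 (-0.07). Reversed were, under normexp, A_30_P01025341 at 12 h (-0.37 for 0.21) and Bbs1 at 6 h (0.024 for -0.64), and the cause was not tested. Without normalization Lzts2 (0.23 for -0.32) and Ube2v2 (0.21 for -0.34) reversed at 12 h, each by the 0.55 that the array's 75th percentile differs there. With the brightest of 4 probes Plcd4 reversed at 6 h (1.22 for -2.01) and 24 h (0.90 for -5.01) and lost its call at 12 h (-0.22 for -2.60). With the brightest probe Tet1 lost its call at 6 h (-0.17 for -3.10) and kept it at 12 h (-1.24 for -4.13) and 24 h (-1.09 for -2.40). Why these probes differ was not tested. With the Tukey test Myh7 and Plcd4 at 12 h and Cd72 at 24 h lost their calls, and in fits of only 8 arrays Myh7 at 12 h and Cd72 at 24 h. Calls were also lost by Ly6f at 12 h under normexp (0.065 for 1.18), by Efnb3 and Lzts2 at 12 h and Mettl11b and Ube2v2 at 6 h with background-subtracted signals, by Lzts2 at 6 and 12 h and Myh7 at 12 h under quantile normalization, and by Myh7 and Plcd4 at 12 h without normalization. Fast-fibre and sarcomere genes lost theirs under quantile normalization at 6 h (-0.13) and 12 h (-0.45). Fry called 6 more list results, 4 of the sex list and 2 of the muscle regeneration list.

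Leaving out 1 mouse at a time moved none of the following counts beyond 1.5 times. Up and down were 6478 to 10357 and 11518 to 13392 at 6 h, 5448 to 6218 and 19553 to 23291 at 12 h, 6511 to 7547 and 12174 to 15337 at 24 h, and 4623 to 5629 and 9979 to 13421 at 24 h against 6 h. Over 3-fold they were 2460 to 2764 and 1310 to 1485, 2240 to 2386 and 1257 to 1746, and 2213 to 2657 and 2407 to 3572. The patterns ranged from 17335 to 20917 for (-, -, -), 2344 to 2762 for (U, U, U), 6395 to 7654 for (D, D, D), 6547 to 10149 for (-, D, -) and 1564 to 1821 for (U, -, U). The first eigenvalue was 0.0149 to 0.0168, its contribution 57.4 to 62.4%, area E 35.0 to 38.2% and the list tests called 20 to 22. Of the single genes Myh7 at 12 h lost its call without control mouse 2 (-4.18) or 4 (-4.02) or 12 h mouse 1 (-3.15) or 2 (-3.02). Cd72 at 24 h lost it without control mouse 1 (2.47), 3 (2.41) or 4 (2.22) or 24 h mouse 1 (1.62) or 2 (1.83). Lzts2 at 12 h lost it without control mouse 1 (-0.30) or 3 (-0.32) or 12 h mouse 1 (-0.31), 2 (-0.32) or 3 (-0.27), and Ube2v2 at 6 h without control mouse 2 (-0.32) or 3 (-0.31). Gm6288 at 6 h became called without control mouse 1 (-1.63), Bri3 at 24 h without 24 h mouse 2 (0.26), Slc26a10 at 24 h without 24 h mouse 3 (-2.50) and Myod1 at 24 h without 24 h mouse 4 (-1.73). Without 24 h mouse 2, calls were gained by Slc26a10 and Bri3 at 12 h and by Plcd4, Gm6288 and Bri3 at 6 h, with unchanged fold changes. Without 24 h mouse 3 they were gained by Slc26a10 at 12 h and by Plcd4 and Gm6288 at 6 h. The slow-fibre list at 24 h against 6 h became called without 24 h mouse 4 (-2.05).

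Replicate numbers are shared between the groups, but the numbers do not pair the mice. Deviations of mice with the same number correlated at -0.33 to 0.27 (median -0.0076), over 0.1 in 7 of 24 pairs. With the replicate number as a block 9239 probes were up at 6 h and 16053 down at 24 h. All 112 results for named genes and all 40 for lists kept direction and call.

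Signal over background limits what can be said of the 18515 probes that are well above background on no array, which make up 33.5% of the probes and 9874 of the 22582 calls down at 12 h.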

Differences from the paper's values

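The Pdzd7 probe and the filter on single compromised spots were chosen after the values were seen, and no other test in this part was. A count or fold change is said to differ where 1 value is more than 1.5 times the other and the gap is beyond the spread between mice. A fold change given as at least N-fold is instead said to differ only where N is more than 1.5 times the paper's fold change. That rule leaves out the spread between mice and cannot flag a paper value that is too high. A position is said to differ where the gap is beyond that spread. Of 467 values compared, 16 differ in this sense. Among those that do not, (-, -, -) held 22,872 probes in the paper and 17458 here, and (U, D, D) 25 in the paper and 13 here. The Tukey test gave 22808 and 21.

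Among the probes nearest to the 6 h score, (D, U, U) held 2 of 100 in the paper and 1 here, 3 of 300 in the paper and 1 here, 5 of 500 in the paper and 2 here, and 8 of 1000 in the paper and 2 here. (D, U, -) held 5 of 300 in the paper and 1 here, 7 of 500 in the paper and 2 here, and 16 of 1000 in the paper and 7 here. In the sets around Cxcl5, (U, -, -) held 2 of 300 in the paper and 0 here (limma), and 10 of 500 in the paper and 6 here. (-, U, -) held 4 of 300 in the paper and 0 here. (-, -, -) held 18 of 500 in the paper and 7 here, and 95 of 1000 in the paper and 55 here. With calls from the methods' Tukey test, an alternative set before the data were examined, the 6 h values are 1, 3, 5 and 7 for (D, U, U) and 5, 7 and 16 for (D, U, -). Around Cxcl5 they are 2 and 11, 4, and 18 and 98. Only the first, in the set of 100, still differs. With probes well above background on all arrays of a group, also set before the data were examined, all 12 differ.

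The paper gives Lzts2 fold changes of 0.088, 0.046 and 0.078 at 6, 12 and 24 h, and the probe with this symbol had 0.764, 0.803 and 0.951. The paper's position on factor 2 is 0.023, and here it was 0.0753. Of the alternatives set before the data were examined, all 4 values were computed under normexp, background-subtracted signals, quantile normalization, no normalization, the deposited table, the 75th percentile of group means and with each mouse left out, and they differ under all of these. The fold changes also differ with the brightest probe, and the position with probes well above background on all arrays of a group. The Pdzd7 probe, chosen after its values were seen, had fold changes of 0.0877, 0.0456 and 0.0778 (at least 9.65, 20.2 and 11.4-fold lower) and a position of 0.0230 on factor 2, in area E, which is where the paper has Lzts2. Lzts2 lay in area A.

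The paper counts 55,527 probes after quality control, against 55189 here. The filter on single compromised spots, chosen after seeing the values, gives 55527. The paper names Il1b among the highest fold changes at 6 h. Its probe has a compromised spot and is left out here by the filter on whole probes, and in the fit of all probes its FC6 was 2005, with control well above background on 1 of 4 arrays.

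The paper has Cd72 lower at 6 and 12 h. Here its changes of -1.04 and -0.71 were not called in the fit of 16 arrays (limma adjusted p 0.34 and 0.49), and 6 h was called in the fit of only 8 arrays. The paper has Cd72 raised at 24 h, and here it was called, at 2.40, with limma but not in the fit of 8 arrays or with the methods' Tukey test.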

Other observations

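The tests of slide and of slow fibres in this part were not chosen after the result was seen, and the other values here are reported without one.

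Factor 1 of the correspondence analysis sets 12 h apart from 6 and 24 h, as do slide and study. Probes well above background on no array, which carry little or no transcript signal, moved together between 6 and 24 h. Their log2 FC6 and FC24 correlated at 0.719, where simulated shared controls gave 0.497, and FC6 with FC12 at 0.459. This fits a part of slide or study in factor 1. Such a part cannot be told apart from an effect of time for 6 and 24 h against control. In correspondence analyses of dim, partly bright and bright probes alone, the 12 h score on factor 1 was -0.0846, -0.219 and -0.170. Factor 1 therefore also separates 12 h among probes well above background on all 16 arrays. Over all probes the correlations were 0.691 for FC6 and FC12, 0.758 for FC6 and FC24 and 0.712 for FC12 and FC24, against simulated values of 0.499, 0.501 and 0.502.

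The negative control spots had mean log2 signals of 6.05 in control, 5.68 at 6 h, 6.02 at 12 h and 5.62 at 24 h. Differences from control were -0.37 at 6 h and -0.43 at 24 h (exact p 0.029 each, the lowest that 4 against 4 arrays can give, adjusted over 12 tests 0.069) and -0.03 at 12 h (exact p 0.057, adjusted 0.11). The array's log2 75th percentile differed from control by -0.47 at 6 h, 0.55 at 12 h and -0.15 at 24 h.

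The fall of Myh7 at 12 h came from 2 of the 4 mice. The median log2 fold change of the 9 other slow-fibre genes at 12 h was -2.70, which fits a lower slow-fibre content of the piece of muscle in these mice. At 24 h Myh7 changed by -2.21, -3.04, -2.78 and 1.04 against the control mean in the 4 mice, and at 6 h by 0.20, 0.40, -0.29 and 0.74.

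By the rule for named genes, the largest changes against control among probes well above background on all 8 arrays also include S100a9, with 9.57 at 6 h, 9.39 at 12 h and 7.74 at 24 h, Ccl2 with 8.53 at 6 h and 8.73 at 12 h, and Lcn2 with 7.74 at 24 h. Lower were Plxdc1 (-3.02) at 6 h and 6430571L13Rik at 6 h (-2.99) and 12 h (-3.95).

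The sex list, with 3 probes, had median log2 fold changes of -0.29 at 6 h, -0.26 at 12 h and -0.64 at 24 h and -0.27 at 24 h against 6 h. Camera gave adjusted p of 0.72, 0.43, 0.29 and 0.29, and fry 0.015, 0.00039, 4.3e-05 and 0.0063. At 12 and 24 h 2 of the 3 probes were called down, and adjusted over the list alone 2 and 3. At 24 h against 6 h the slow-fibre list changed by -1.25 (camera adjusted p 0.16), the muscle regeneration list by -0.30 (0.13, fry 0.0071), the fat cell list by 0.79 (0.49) and the macrophage list by 0.22 (0.84), where its mean was -0.02.

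Of the probes named by the paper, 18 of 30 differed at 24 h against 6 h, 7 at 12 h against 6 h and 15 at 24 h against 12 h.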
